# Genomic imprinting in mouse blastocysts is predominantly associated with H3K27me3

**DOI:** 10.1038/s41467-021-23510-4

**Published:** 2021-06-21

**Authors:** Laura Santini, Florian Halbritter, Fabian Titz-Teixeira, Toru Suzuki, Maki Asami, Xiaoyan Ma, Julia Ramesmayer, Andreas Lackner, Nick Warr, Florian Pauler, Simon Hippenmeyer, Ernest Laue, Matthias Farlik, Christoph Bock, Andreas Beyer, Anthony C. F. Perry, Martin Leeb

**Keywords:** Epigenetic memory, DNA methylation, Imprinting, Gene expression, Epigenetics

## Abstract

In mammalian genomes, differentially methylated regions (DMRs) and histone marks including trimethylation of histone 3 lysine 27 (H3K27me3) at imprinted genes are asymmetrically inherited to control parentally-biased gene expression. However, neither parent-of-origin-specific transcription nor imprints have been comprehensively mapped at the blastocyst stage of preimplantation development. Here, we address this by integrating transcriptomic and epigenomic approaches in mouse preimplantation embryos. We find that seventy-one genes exhibit previously unreported parent-of-origin-specific expression in blastocysts (nBiX: novel blastocyst-imprinted expressed). Uniparental expression of nBiX genes disappears soon after implantation. Micro-whole-genome bisulfite sequencing (µWGBS) of individual uniparental blastocysts detects 859 DMRs. We further find that 16% of nBiX genes are associated with a DMR, whereas most are associated with parentally-biased H3K27me3, suggesting a role for Polycomb-mediated imprinting in blastocysts. nBiX genes are clustered: five clusters contained at least one published imprinted gene, and five clusters exclusively contained nBiX genes. These data suggest that early development undergoes a complex program of stage-specific imprinting involving different tiers of regulation.

## Abstract (web summary)

In most mammals, imprinted genes contain epigenetic marks that differ in each parental genome and control their parent-of-origin-specific expression. Here, the authors map imprinted genes in mouse preimplantation embryos and find that imprinted gene expression in blastocysts is mainly dependent on Polycomb-mediated H3K27me3-associated gene silencing.

## Introduction

For most mammalian genes, both parental alleles are active, but some are expressed from only one allele, determined by its parent-of-origin, and are said to be imprinted. Balanced genome-wide expression of different imprinted genes is critical^1,2^ as development stops around the time of implantation in uniparental diploid embryos^1,3,4^. Databases of mouse imprinted genes collectively list 388 genes with parent-of-origin expression bias^1,5–8^ (http://www.geneimprint.com/) (Supplementary Dataset 1; see “Materials and Methods” for details). We refer to these as published imprinted genes. Imprinting is associated with chromatin marks that include allele-specific DNA methylation and/or trimethylation of histone H3 lysine 27 (H3K27me3)^9^. DNA methylation-based imprints are associated with differentially methylated regions (DMRs) of the genome. Many DMRs are established during gametogenesis in a *Dnmt3l*-dependent manner to produce germline DMRs (GL-DMRs)^10^. GL-DMRs are key constituents of each of the 24 known imprinting control regions (ICRs) in the mouse^6,11,12^.

Although uniparental embryos fail in early development, they form blastocysts from which pluripotent embryonic stem cells (ESCs) can be established. Parthenogenetic haploid (pha) and androgenetic haploid (aha) embryos have been utilised for the derivation of haploid ESCs whose nuclei can be combined with complementary gametes to produce living mice, albeit inefficiently, in semicloning^13–16^. The extent to which poor development in semicloning reflects imprinting instability is unclear. However, it is known that haploid ESCs lose canonical imprints over extended culture periods, which has been leveraged to generate bi-maternal mice^17^.

In addition to DNA methylation-based genomic imprinting, a subset of genes with paternal expression bias in mouse preimplantation embryos is maternally enriched for H3K27me3, with no apparent direct dependence on DNA methylation. Most of this H3K27me3-based imprinting is lost in embryonic lineages post-implantation^9,18^. However, the extent of imprinting control by both types of epigenetic mechanism in mouse preimplantation development is unknown. Imprinting defects have severe developmental consequences that can manifest themselves at, or shortly after implantation^19^. It is therefore likely that the imprinting landscape in blastocysts is a critical determinant of normal development, such that dysregulation of blastocyst imprinting has serious detrimental developmental consequences^20^.

In this work, we therefore sought to determine parent-of-origin-specific expression in biparental embryos and parent-of-origin-specific DNA methylation in uniparental blastocysts to delineate the imprinting landscape in mouse preimplantation development. Superimposing these and published data on the allele-specific H3K27me3 embryonic landscape reveals the state and provenance of imprinting in preimplantation blastocysts.

## Results

### Assessing parent-of-origin-specific gene expression in F1-hybrid mouse blastocysts

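Single blastocysts from natural matings in both directions were collected on embryonic day 3.5 and sequenced one by one with a SMART-Seq2 compatible protocol, which amplifies full-length cDNA from very little RNA. The forward cross (B6 mother and cast father) gave 3 embryos and the reverse cross (cast mother and B6 father) gave 5. B6 is a standard inbred laboratory strain and cast is an inbred strain of another mouse subspecies, so that many transcripts carry SNPs that tell the parental alleles apart. The authors aligned the reads to mm10 with STAR, left out reads that mapped to multiple locations, and kept reads covering annotated SNPs between both strains. They took the number of reads per gene and strain from an intermediate step of Allelome.Pro and deposited these counts without normalization. Each embryo is thus represented by a maternal and a paternal count per gene, giving 16 allele libraries. The SNP-spanning reads summed to 1632695, 1151806 and 1277434 in forward embryos 1, 2 and 3, a median of 1277434. They summed to 1505155, 1598543, 1498530, 1331953 and 1060063 in reverse embryos 1, 2, 3, 5 and 7, a median of 1498530. B6 alleles received between 57.4% and 58.3% of the reads of each embryo, whichever parent had contributed them. From these counts, paternal and maternal reads were compared with edgeR's quasi-likelihood test after TMM normalization, with the strain of the allele as a covariate, and p-values were adjusted by the Benjamini-Hochberg method. The strain covariate keeps differences between B6 and cast alleles, which reverse their parental direction between the crosses, apart from parental differences. The paper's text names no model formula, and this one was the closest of 6 to the paper's fold changes, so that closeness to the paper's values is not independent evidence. The comparison used the part of Supplementary Dataset 2 held here, over whose genes the deposited counts summed to 0.529 of the reads listed there, with 82.4% of the values lower, 12.8% equal and 4.85% higher. The amplified reads carry no molecular identifiers, so limits given for counts of 0 cover counting error only.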

To delineate parent-of-origin-specific expression bias in mouse blastocysts, we performed allele-specific transcriptome analyses (RNA-seq) of embryonic day 3.5 (E3.5) embryos obtained without in vitro culture from reciprocal *Mus musculus domesticus* C57BL/6 (B6) x *Mus musculus castaneus* (*cast*) natural mating (Supplementary Fig. 1a). After exclusion of transcripts encoded by the X chromosome, 10,743 robustly expressed transcripts (≥12 reads in at least four out of eight samples) were identified that contained informative single nucleotide polymorphisms (SNPs). 

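The deposited counts covered 22810 genes, of which 645 were assigned to the X chromosome and 21055 to autosomes by their symbols. Genes without an assigned chromosome held 0.815% of the reads and were left out. At least 10 reads in at least 1 of the 16 allele libraries were required for testing, which left 12565 autosomal genes with a median of 309 reads over the 8 embryos. The paper's robustness filter also counted reads without SNPs, which are not part of the deposited counts, and was not repeated. Its thresholds applied to SNP-spanning reads alone, at least 12 in at least 4 embryos, gave 9318 genes. Differences between strains were more frequent than differences between parents. With an adjusted p of at most 0.1 in edgeR's quasi-likelihood test, 1945 genes (15.5% of those tested) differed between B6 and cast alleles, 1386 of them toward B6 and 559 toward cast. Only 47 of these also differed between parental alleles. A model with a term for each embryo gave 3207 strain-biased genes, and without forward embryo 1 there were 1206. The median gene with at least 20 reads was read to 44.1% ± 0.509 (SD, n = 3) from the paternal allele in the forward cross and to 56.4% ± 0.998 (SD, n = 5) in the reverse cross, so the B6 allele was favoured in both directions.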

The list included 134 of the combined catalogues of published imprinted genes (Supplementary Dataset 1). 

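Of 388 published names in Supplementary Dataset 1, 251 matched a gene symbol of the deposited counts, 10 of them on the X chromosome. A further 52 had fewer than 10 reads over all embryos, and 84 autosomal names in all did not reach the read minimum in any allele library. All 134 genes of the paper's list were present in the counts and 124 were tested, including 28 of the 30 HCon genes.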

We further defined the 30 imprinted genes identified in at least three of the four repositories mentioned above as high confidence (HCon) repository imprints.

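Among the 12565 genes tested, 179 differed between parental alleles with an adjusted p of at most 0.1 in edgeR's quasi-likelihood test, 139 toward the paternal and 40 toward the maternal allele. The paper's further criteria were an absolute log2 fold change above 0.5, the same direction in both crosses and at least 20 reads in each cross. They were met by 135 genes (BsX), 111 paternally and 24 maternally expressed. The other 44 had too few reads in 1 of the crosses (33 genes) or no shared direction (11 genes). Of the paper's 147 BsX genes, 100 were called (124 with a term for each embryo). Leaving out forward embryo 1, 2 or 3 lowered the 100 to 66, 71 and 69. All 147 gene symbols tested from that list (with Snurf and Snrpn counted separately) leaned in the paper's direction. The study chose the list for its bias on these same embryos, so the shared direction is not independent evidence. The filter on low counts moved the number of biased genes most, to 75 when at least 10 reads were required in every embryo. With a term for each embryo, which pairs the alleles of 1 embryo, 389 genes were biased (261 paternal and 128 maternal) and 281 met the BsX criteria (190 and 91), 131 of them among the 135. Without forward embryo 1, 88 genes met the criteria, and the maternally expressed BsX genes fell to 10, 12 and 13 without forward embryo 1, 2 or 3. The genes biased toward the maternal allele fell to 17, 24 and 21 in these fits. In 43 BsX genes the silent allele had at most 3 reads in every embryo, so that only a lower bound can be given for their fold difference. A clear paternal excess was at Slc38a4 (chromosome 15, 96994820 to 97055956 of mm10), with 3 maternal and 1528 paternal reads, at least 63.7-fold (adjusted p = 1.44e-11, edgeR). The gene Gm32840 overlaps it. The lncRNA gene Gm32885 (chromosome 15, 97157029 to 97167244) had 7 maternal and 1863 paternal reads, at least 77.6-fold (adjusted p = 2.32e-10, edgeR). The gene Gm33149 overlaps it. Sfmbt2 (chromosome 2, 10370510 to 10595253) was read to 98.6% ± 1.13 (SD, n = 3) paternally in the forward and to 99.9% ± 0.148 (SD, n = 5) in the reverse cross, a log2 fold change of 7.49 (standard error 0.58, adjusted p = 2.65e-08, edgeR). It overlaps the antisense gene Gm13261, and the counting is not stated to use strand. Snurf (chromosome 7, 59995449 to 60005049) and Mcts2 (chromosome 2, 152687035 to 152687946), which overlap Snrpn and H13, had 0 maternal reads against 185 and 126 paternal reads. By counting error alone this allows a maternal share of up to 1.62% and 2.38%. The wider bound used for Slc38a4 gives at least 7.71-fold and 5.25-fold. On the maternal side, Asz1 (chromosome 6, 18050964 to 18109061) had 100 maternal reads and 1 paternal read (at least 4.17-fold, adjusted p = 1.87e-04, edgeR). Meg3 (chromosome 12, 109541001 to 109571726) had 76 and 1 (adjusted p = 0.00160, edgeR), at least 3.17-fold. Grin3a (142 maternal and 10 paternal reads, adjusted p = 0.0171, edgeR) and Sema3e (75 and 6 reads, adjusted p = 0.0177) depended on forward embryo 2, without which neither passed the threshold. Nav3 (chromosome 10, 109681259 to 110456204) had a log2 fold change of -3.34 (standard error 0.54, adjusted p = 7.65e-04, edgeR).

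**Figure D1:**
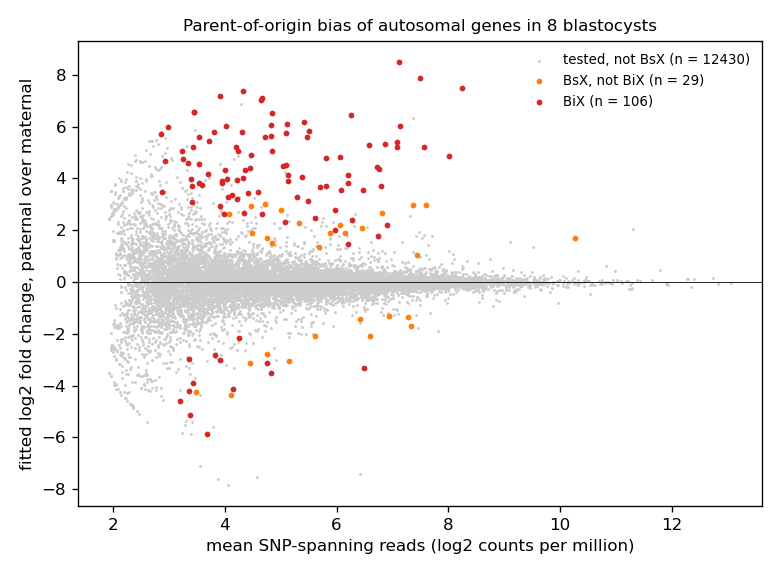
Fitted log2 fold change of paternal over maternal reads (vertical axis) against mean SNP-spanning reads on the log2 scale after scaling to library size (horizontal axis), 1 point per autosomal gene tested in the 8 blastocysts. The 106 BiX genes are red, the 29 further BsX genes orange and all other tested genes grey; most red points lie above 0, on the paternal side, and fitted values of genes with a silent allele near 0 reads depend on the model's prior count.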

One hundred and forty-seven (147) genes exhibited parent-of-origin-specific expression in blastocysts (Fig. 1a and Supplementary Dataset 2; adj. *p* ≤ 0.1, DESeq2^21^, and further filtered for consistency between the crosses). To increase stringency, we imposed a requirement for a consistent allelic expression ratio of 70:30 or more between parental alleles in at least 60% of embryos for forward and reverse crosses^8,22^. 

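The 70:30 criterion in at least 60% of the embryos of each cross was met by 106 of the 135 BsX genes, 93 paternally and 13 maternally expressed. The remaining 29 did not reach this ratio in enough embryos of each cross. This need not mean a share near equality. Foxp1 had 75 maternal and 8 paternal reads in reverse embryo 1 but 1 and 18 in reverse embryo 5. With 3 forward embryos, 60% means at least 2 of them, and with 5 reverse embryos at least 3. Of the paper's 105 BiX genes, 74 were called, and 80 with a term for each embryo. Leaving out forward embryo 1, 2 or 3 lowered the 74 to 50, 54 and 48. A ratio of 70:30 in every embryo was reached by 55 genes. Leaving out forward embryo 1 or 3 lowered the number of BiX genes to 68 and 67. Without forward embryo 1, 2 or 3, 7, 5 and 7 maternally expressed BiX genes remained. The model with a term for each embryo gave 150 BiX genes (119 paternally and 31 maternally expressed).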

We refer to the first group of 147 genes as blastocyst-skewed expressed (BsX), and the subset that further fulfilled the 70:30 criterion as blastocyst-imprinted expressed (BiX; *n* = 105) genes (Supplementary Fig. 1c).

**Fig. 1:**
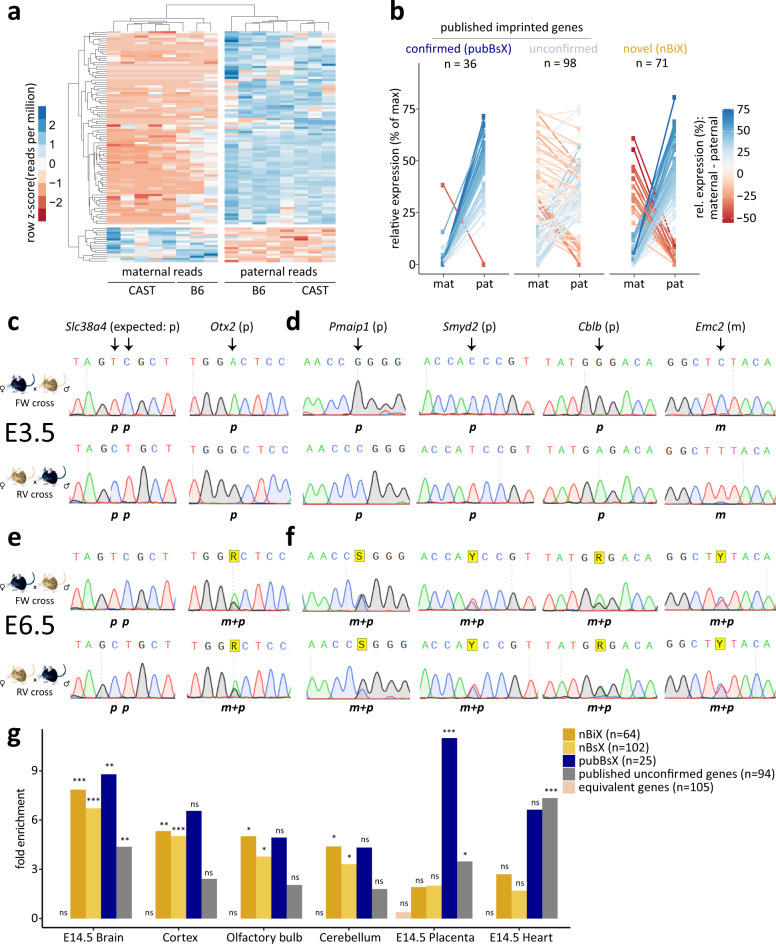
Parent-of-origin-specific gene expression in blastocysts. **a** Heatmap showing row-normalised expression values of all 105 blastocyst imprinted expressed (BiX) genes. Colour scale indicates Z-scores based on reads per million. Maternal and paternal reads for the same sample are shown in separate columns. **b** Distribution of SNP-containing RNA-seq reads in genetically distinguishable blastocysts on embryonic day 3.5 (E3.5). Comparisons are shown between maternal and paternal alleles in different gene groups [confirmed published imprinted genes (pubBsX), published unconfirmed imprinted genes, novel blastocyst imprint expressed (nBiX)]. Expression values were normalised to the maximum read count per gene and the mean of all replicates is shown. **c**–**f** Electropherogram showing RT-PCR Sanger sequencing-based analysis of allele-specific expression of confirmed published imprinted genes *Slc38a4* and *Otx2* at E3.5 (**c**), of indicated nBiX genes at E3.5 (**d**), of confirmed published imprinted genes *Slc38a4* and *Otx2* at E6.5 (**e**) and of allele-specific expression of indicated nBiX genes at E6.5 (**f**). **g** Barplot showing tissue-specific gene enrichment for different gene groups (nBiX, nBsX, pubBsX, published unconfirmed and equivalently expressed genes), based on analysis with the R package TissueEnrich^64^. FDR-adjusted *p* values were calculated using a hypergeometric test. Only tissues with a significant (adj. *p* < 0.05) enrichment in at least one group of genes are shown. *p < 0.05; **p < 0.01; ***p < 0.001; ns, not significant; *n*, number of genes belonging to each group that are present in the database used for tissue enrichment analysis. Source data are provided as Source Data files.

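Of the 134 published imprinted genes, 37 were biased, 31 met the BsX criteria and 29 the BiX criteria. With p-values adjusted over the list alone, 54 were biased and 38 met the BsX criteria. The study selected the list by expression in these samples, so this count is not independent evidence. Leaving out single embryos gave 26 to 32 BsX genes of the list, and a term for each embryo gave 41 biased, 37 BsX and 32 BiX genes. Among the 30 HCon genes, 11 met the BsX criteria, or 12 with a term for each embryo. Peg3 (chromosome 7, 6703892 to 6730431 of mm10) had 3 maternal and 261 paternal reads, at least 10.9-fold (adjusted p = 5.46e-06, edgeR's quasi-likelihood test). The gene Peg3os overlaps it. Slc38a1 (chromosome 15, 96571418 to 96642913) was paternal in 95.3% ± 8.08 (SD, n = 3) of its reads in the forward and 99.7% ± 0.667 (SD, n = 5) in the reverse cross (log2 fold change 5.60, standard error 0.60, adjusted p = 3.03e-06, edgeR). Of its 8 maternal reads, 7 lay in forward embryo 1, and its log2 fold change ranged from 5.23 to 7.68 over the alternative fits. At Jade1 (chromosome 3, 41555731 to 41616864) the paternal shares were 95.9% ± 3.04 and 97.9% ± 4.74 (log2 fold change 5.28, standard error 0.57, adjusted p = 3.26e-06, edgeR). At Bbx (chromosome 16, 50191844 to 50432390) they were 97.0% ± 3.47 and 100% ± 0 (log2 fold change 5.84, standard error 0.68, adjusted p = 8.17e-06, edgeR). Of the 7 maternal reads of Bbx, 6 lay in forward embryo 1, and its log2 fold change ranged from 5.49 to 7.62 over the alternative fits. At Epas1 (chromosome 17, 86753700 to 86833410) the paternal shares were 94.8% ± 4.65 and 99.9% ± 0.221 (log2 fold change 6.01, standard error 0.58, adjusted p = 8.63e-07, edgeR). Otx2 (chromosome 14, 48657677 to 48673819), which overlaps the antisense gene Otx2os1, had few reads, 0 maternal and 43 paternal (adjusted p = 0.0121, edgeR). By counting error alone this allows a maternal share of up to 6.98%, and the wider bound used for Peg3 gives at least 1.79-fold. Zfp64 (chromosome 2, 168893331 to 168955587) was paternal in 58.0% ± 13.8 of its reads in the forward and 94.9% ± 5.90 in the reverse cross (log2 fold change 2.07, standard error 0.53, adjusted p = 0.0589, edgeR). It met the BsX but not the BiX criteria. It passed the threshold in 13 of 19 alternative fits and lost it, among others, without forward embryo 1 or 3 or reverse embryo 5 or 7. Kcnq1ot1 had 36 maternal reads, 30 of them in forward embryo 1, and 1422 paternal reads (log2 fold change 5.39, standard error 0.61, adjusted p = 5.46e-06, edgeR). Fkbp6 had 57 and 1193 reads (log2 fold change 4.38, adjusted p = 2.06e-05, edgeR) and Snrpn 8 and 196 (4.38 and 3.32e-04). Kcnq1ot1 lies antisense to Kcnq1, whose reads the counting could share with it. Over the paper's paternally expressed pubBsX genes with at least 20 reads in an embryo, the median paternal share was 94.6% ± 4.88 (SD, n = 3) in forward and 100% ± 0 (SD, n = 5) in reverse embryos. These genes were chosen by the study on the same embryos.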

BsX genes included 36 of the 134 published imprinted genes (henceforth referred to as pubBsX genes; Fig. 1b and Supplementary Dataset 2). Paternal expression was confirmed in independent reciprocal crosses by RT-PCR followed by Sanger sequencing for all eight pubBsX genes tested: *Slc38a4*, *Peg3*, *Slc38a1*, *Jade1*, *Zfp64*, *Otx2, Bbx and Epas1* (Fig. 1c; Supplementary Fig. 1e; Supplementary Dataset 3). A large proportion of the published imprinted genes (98 of 134, including *Igf2*, *H13* and *Commd1*) were absent from the BsX dataset (hereafter referred to as published unconfirmed imprints). 

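Of the paper's 98 published imprinted genes outside the BsX set, 88 were tested, 6 were biased with an adjusted p of at most 0.1 in edgeR's quasi-likelihood test, and 1, Igf2r, met the BsX criteria. The model with a term for each embryo gave 9 biased, 6 BsX and 3 BiX genes of this list, against 1 BiX gene without that term. Adjusted over the list alone, 13 were biased and 4 met the criteria. This is not independent evidence, because the study formed the list on these embryos. The median paternal share of these genes was 43.5% ± 2.89 (SD, n = 3) in forward and 59.1% ± 2.93 (SD, n = 5) in reverse embryos, close to that of all tested genes. Igf2 (chromosome 7, 142650766 to 142666816 of mm10), which overlaps the antisense gene Igf2os, had 12 maternal and 31 paternal reads over 8 embryos, too few to tell a bias from an equal share (log2 fold change 1.34, standard error 1.02, adjusted p = 1.00, edgeR). H13 (chromosome 2, 152669461 to 152708670) leaned to the maternal allele, with 874 maternal and 568 paternal reads and more maternal reads in 7 of 8 embryos (log2 fold change -0.58, standard error 0.29, adjusted p = 0.716, edgeR). A term for each embryo lowered this p to 0.0977, the smallest over the alternative fits, which reached 1.00. Its span contains the paternally expressed gene Mcts2 on the same strand. Commd1 (chromosome 11, 22896136 to 22982382) had 416 maternal and 538 paternal reads, with more paternal reads in 4 of 8 embryos and shares of 47.5% ± 14.9 (SD, n = 3) and 54.8% ± 10.4 (SD, n = 5) (log2 fold change 0.16, standard error 0.39, adjusted p = 1.00, edgeR). It overlaps the antisense gene Zrsr1, and without forward embryo 1 its fold change was -0.10 on the log2 scale.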

We therefore re-evaluated whether these previously reported imprinted genes were indeed expressed equivalently from both alleles, or whether lack of statistical power had excluded them. To this end, we performed a statistical test for equivalent expression from paternal and maternal alleles. 

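Equivalent expression was tested with a pair of one-sided quasi-likelihood tests in edgeR, against a log2 fold change of at least 1 toward either parent, taking the larger p. With an adjusted p of at most 0.1, 4477 genes (35.6% of those tested) were equivalently expressed, including 20 of the 134 published imprinted genes (14.9%). Of these 20, 4 were strain-biased. The number depended on the forward embryos: without embryo 1, 2 or 3 of that cross it was 2087, 1832 and 1615, with 10, 8 and 9 published imprinted genes. Without reverse embryo 1 there were 32 published genes among them, and with a term for each embryo 30 (5698 genes in all). A margin of 1.5-fold left 0 genes with an adjusted p of at most 0.1, although 1137 had an unadjusted p of at most 0.05. Commd1 was equivalently expressed by this test (adjusted p = 0.0735, edgeR), as was Pon2 (adjusted p = 0.0963). Both calls depended on single embryos. That of Commd1 was lost without any 1 of the forward embryos or reverse embryo 2, 3 or 7, and with 1 library size per embryo. It was kept with a term for each embryo (adjusted p = 0.00258, between that value and 0.201 over all alternatives). That of Pon2 was lost with this term (adjusted p = 0.124, between 0.0504 and 0.345 over all alternatives) and without any 1 embryo other than reverse embryo 1. Among others, it was also lost with 1 library size per embryo. Pon2 (chromosome 6, 5264147 to 5298455 of mm10) was strain-biased, with a log2 fold change of cast over B6 alleles of -1.59 (adjusted p = 0.0444, edgeR), and its paternal share was 22.0% ± 16.1 (SD, n = 3) in the forward and 67.8% ± 32.3 (SD, n = 5) in the reverse cross. Its parental fold change, -0.02 on the log2 scale, was positive, between 0.03 and 0.24, without forward embryo 1 or 2 or reverse embryo 1, 2 or 5. Igf2 and H13 were neither biased nor equivalent (adjusted p of the equivalence test = 0.732 and 0.167, edgeR). H13 passed the equivalence test with a term for each embryo (adjusted p = 0.0263, the smallest over the alternatives, which reached 0.352), in the model that also called it biased, and, among others, without reverse embryo 1.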

Across all analysed genes this identified statistically significant biallelic expression for 5,376 genes (adj. *p* ≤ 0.1, H_0_: absolute log2FC ≥ 1) (Supplementary Dataset 2), including 24 out of the 134 (18%) published imprinted genes with SNP-containing reads. RT-PCR Sanger sequencing of independent reciprocal cross blastocysts at E3.5 revealed that *Commd1* indeed exhibited mixed expression states (four samples exhibited allele-specific, and two biallelic expression) and *Pon2* was expressed with clear strain bias in blastocysts (Supplementary Fig. 1g, Supplementary Dataset 3). Hence, statistically significant parent-of-origin-specific gene expression was detected in blastocysts for only a quarter of all published imprinted genes, indicating a strong impact of tissue and cell type in defining imprinting patterns during development.

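Parent-of-origin-specific expression was called for 23.1% of the published imprinted genes. Of the 124 that could be tested, 73 were neither BsX nor equivalent, 6 of them biased without meeting the further criteria. A term for each embryo left 58 in neither group. All 36 pubBsX genes of the paper were tested, 30 met the BsX criteria (31 with that term), and the other 6 leaned in the same direction without meeting them. Among the 30 HCon genes, 1 was equivalent and 16 were neither BsX nor equivalent, among which Rian and Rtl1 were biased. That term made 4 equivalent and left 13 in neither group. From the small share of published imprinted genes with a bias in blastocysts, the paper reasons that tissue and cell type strongly affect where imprinting is seen during development.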

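Left out here were the 134 published imprinted genes and all others of the paper's wider list of 388 published names, which holds 3 more of the BsX genes. After that, with Snurf and Snrpn counted separately among the genes left out, 100 BsX genes (77 paternally and 23 maternally expressed) and 73 BiX genes (61 and 12) remained. They included 70 of the paper's 111 nBsX and 46 of its 71 nBiX genes. Leaving out forward embryo 1, 2 or 3 lowered these to 40, 44 and 43 nBsX and 28, 28 and 25 nBiX genes. With a term for each embryo they were 93 and 51. In all, that term gave 240 nBsX (152 paternally and 88 maternally expressed) and 114 nBiX genes (84 and 30), and DESeq2 in place of edgeR gave 154 and 99. Leaving out forward embryo 1, 2 or 3 gave 58, 62 and 65 nBsX genes and 44, 46 and 42 nBiX genes, of which 10, 12 and 13 and then 7, 5 and 7 were maternally expressed. Without reverse embryo 1 there were 35 maternally expressed nBsX genes. Over the paper's paternally expressed nBiX genes the median paternal share was 85.2% ± 4.96 (SD, n = 3) in forward embryos and between 97.1% and 100% in the 5 reverse embryos. Over its maternally expressed nBiX genes the share was 10.0% ± 4.63 and 11.0% ± 7.39. The study chose both groups on these embryos. Smyd2 (chromosome 1, 189880492 to 189922363 of mm10) was read to 89.5% ± 8.13 (SD, n = 3) from the paternal allele in the forward and to 95.8% ± 4.61 (SD, n = 5) in the reverse cross (log2 fold change 3.83, standard error 0.50, adjusted p = 4.07e-05, edgeR's quasi-likelihood test). The paternal shares of Cblb (chromosome 16, 52031225 to 52208048) were 82.4% ± 14.4 and 96.7% ± 3.76 (log2 fold change 3.54, standard error 0.63, adjusted p = 0.00213, edgeR). Those of Myo1a (chromosome 10, 127705170 to 127720940) were 96.3% ± 3.28 and 91.3% ± 8.89 (log2 fold change 4.00, standard error 0.64, adjusted p = 6.58e-04, edgeR). Those of Sfxn1 (chromosome 13, 54071869 to 54108342) were 85.1% ± 5.52 and 98.1% ± 1.96 (log2 fold change 3.69, standard error 0.54, adjusted p = 2.11e-04, edgeR). Emc2 (chromosome 15, 43477229 to 43527763) was maternal, with paternal shares of 6.43% ± 3.33 and 10.7% ± 12.9 (log2 fold change -3.13, standard error 0.60, adjusted p = 0.00476, edgeR). Pmaip1 (chromosome 18, 66458533 to 66465565) was paternal in all 8 embryos, with 67.8% ± 10.6 and 84.9% ± 14.0, and met the BsX but not the BiX criteria (log2 fold change 1.91, standard error 0.52, adjusted p = 0.0889, edgeR). It passed the threshold in 10 of 19 alternative fits and lost it, among others, without any 1 of the forward embryos or reverse embryo 3, 5 or 7.

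**Figure D2:**
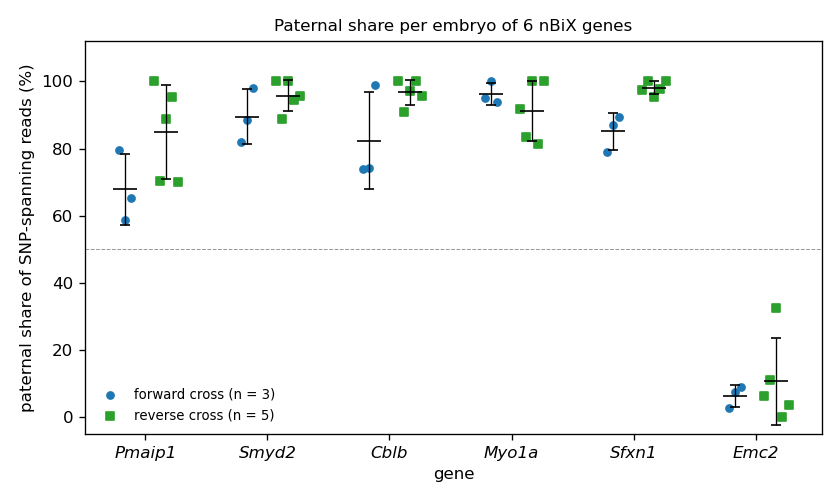
Paternal share of SNP-spanning reads in percent (vertical axis) for 6 genes the paper lists as nBiX (horizontal axis), 1 point per embryo, with circles for the 3 forward and squares for the 5 reverse embryos. Black bars give the mean and SD per cross, which can reach past 100% or below 0%, and the dashed line marks an equal share; Emc2 lies below it and the 5 paternally expressed genes lie above it in every embryo.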

Groups of 71 (56 paternally expressed, 15 maternal) and 111 (78 paternal, 33 maternal) genes that did not include published imprinted genes respectively constitute sets of novel BiX (nBiX) or novel BsX (nBsX) genes (Fig. 1b; Supplementary Fig. 1b, d; Supplementary Dataset 2). RT-PCR Sanger sequencing of independent crosses confirmed uniparental expression of paternally expressed nBiX genes, *Pmaip1*, *Smyd2*, *Cblb*, *Myo1a, Sfxn1* and of the maternally expressed nBiX gene, *Emc2* in E3.5 blastocysts (Fig. 1d and Supplementary Dataset 3). Parent-of-origin-biased expression of tested nBiX genes was lost by E6.5, similar to the recently reported situation for H3K27me3-dependent imprinted genes, *Otx2* and *Bbx*^9^, but in contrast to HCon repository imprinted genes, *Slc38a4* and *Peg3*, which maintained uniparental expression at E6.5 (Fig. 1e,f; Supplementary Fig. 1f, Supplementary Dataset 3). We further confirmed parent-of-origin-specific expression of the nBsX genes, *Tmem144* and *Sri* (Supplementary Fig. 1h, i) in independent crosses, suggesting that there was consistent parental-allele expression bias across multiple samples and experiments. Overall, we were able to validate 10 out of 11 tested nBsX genes, including 7 nBiX genes, and 8 out of 8 tested published imprinted genes by RT-PCR Sanger sequencing of independent blastocyst samples (Supplementary Dataset 3). Allele-specific expression analysis of available single-cell RNA-sequencing data confirmed parental expression bias of BiX and BsX genes, despite the signal sparsity (Supplementary Fig. 2a)^18^. In contrast, published unconfirmed imprinted genes did not exhibit clear allelic bias in the single-cell data. 

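Genes the paper names beside these sets were examined embryo by embryo. Tmem144 (chromosome 3, 79812564 to 79852773 of mm10) had more paternal than maternal reads in 8 of 8 embryos, 69.0% ± 11.0 (SD, n = 3) in the forward and 97.4% ± 1.12 (SD, n = 5) in the reverse cross, with a strain difference in addition (parental log2 fold change 2.97, standard error 0.47, adjusted p = 5.10e-04, edgeR's quasi-likelihood test). Sri (chromosome 5, 8046078 to 8069379) had more maternal reads in 8 of 8 embryos, with paternal shares of 8.25% ± 2.19 and 34.2% ± 14.4 (log2 fold change -2.07, standard error 0.37, adjusted p = 0.00244, edgeR). Rab38, read mostly from the maternal allele (247 against 16 reads), was paternal in forward embryo 1 with 3 maternal and 8 paternal reads (log2 fold change -3.51, standard error 0.77, adjusted p = 0.0184, edgeR), and its call was lost without forward embryo 3. Ednra had 2 maternal and 68 paternal reads, at least 2.83-fold (adjusted p = 0.00609, edgeR). Foxp1 was mostly maternal (329 against 47 reads), but its paternal share in the reverse cross ranged widely around 55.6% ± 42.5 (SD, n = 5), and its call (adjusted p = 0.0350, edgeR) was lost without forward embryo 1 or 2. Pter (97 maternal and 21 paternal reads), Zc2hc1a (log2 fold change -2.35, standard error 0.70) and Wrap53 (359 and 665) were not called (adjusted p = 0.166, 0.150 and 0.143, edgeR). With a term for each embryo, Pter and Wrap53 passed the threshold (adjusted p = 0.00841 and 0.0147, edgeR), as they did without reverse embryo 1. Over all alternative fits the p of Pter ranged from 0.00841 to 0.559 and that of Wrap53 from 0.0147 to 0.486. Zc2hc1a passed it without reverse embryo 5. After RT-PCR Sanger sequencing of independent crosses and an allele-specific analysis of available single-cell data, neither of them analysed here, the paper concludes that these sets have a high confidence parental bias.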

Our data thus identify sets of nBiX and nBsX genes with high confidence parent-of-origin-specific expression bias.

We next evaluated nBiX and nBsX gene expression by data mining, and in vitro in an ESC model. Both pubBsX and nBiX genes exhibited more variable transcriptional dynamics during the first 24 h of ESC differentiation^23^ than other genes that were robustly expressed in blastocysts (Supplementary Fig. 2b). Gene expression data mining revealed an enrichment of transcripts for published imprinted, nBiX and nBsX genes in the developing brain at E14.5. While published imprinted genes exhibited increased expression in placental tissues, no such enrichment was detected for nBiX or nBsX genes (Fig. 1g). The group of genes expressed equivalently from both alleles exhibited neither E14.5 brain nor placental enrichment, indicating the specificity of these results. In sum, we have identified multiple genes with previously unattributed parent-of-origin-specific expression in blastocysts that are enriched in the developing brain.

### Capturing parent-of-origin-specific DNA methylation in uniparental mouse blastocysts

Imprinted gene expression has been associated with parent-of-origin-specific genomic DNA methylation. To assess whether parentally specified nBiX or nBsX expression could also be explained in this way, we measured genome-wide DNA methylation in individual uniparental parthenogenetic haploid (pha) and androgenetic haploid (aha) E3.5 blastocysts by micro-whole-genome bisulfite sequencing (µWGBS)^15,24,25^. Haploid embryos were selected in an effort to reduce noise that might otherwise have been contributed by different alleles in diploid uniparental embryos. Moreover, uniparental embryos allow unambiguous mapping of µWGBS reads to chromosomes with known parental provenance. Uniparental haploid embryos efficiently formed blastocysts (Supplementary Dataset 4) and contained cells expressing readily detectable OCT4 and CDX2 protein (Supplementary Fig. 3a, b). For comparison, we also derived parthenogenetic haploid ESCs (phaESCs) and androgenetic haploid ESCs (ahaESCs) lines and included three androgenetic, four parthenogenetic and five biparental ESC lines and somatic tissue (kidney) in the µWGBS analysis (Supplementary Fig. 3c). DNA methylation levels could be quantified at 11 to 16.5 million CpGs per sample. Uniparental blastocysts exhibited ~25% global CpG methylation, independently of parental provenance, compared with ~70% CpG methylation in the kidney (Supplementary Fig. 3d) and in line with 20% genomic methylation previously reported for the blastocyst inner cell mass^26^. Investigation of DNA methylation levels unambiguously confirmed parent-of-origin-specific methylation differences at the genomic coordinates of 22 of the 24 known GL-DMRs in haploid uniparental embryos (Fig. 2a). The two GL-DMRs we did not detect across all samples were *Snurf*/*Snrpn*, whose DMR lacked coverage in two samples, and *Liz1*/*Zdbf2*, whose DMR showed no evidence of DNA methylation in one of the intracytoplasmic sperm injection (ICSI)-derived replicates, confounding unambiguous identification. The uniparental embryo data thus efficiently detected GL-DMRs with a precision that may surpass that obtained for biparental F1-hybrid blastocysts or long read sequencing^26,27^ (Supplementary Fig. 3e).

**Fig. 2:**
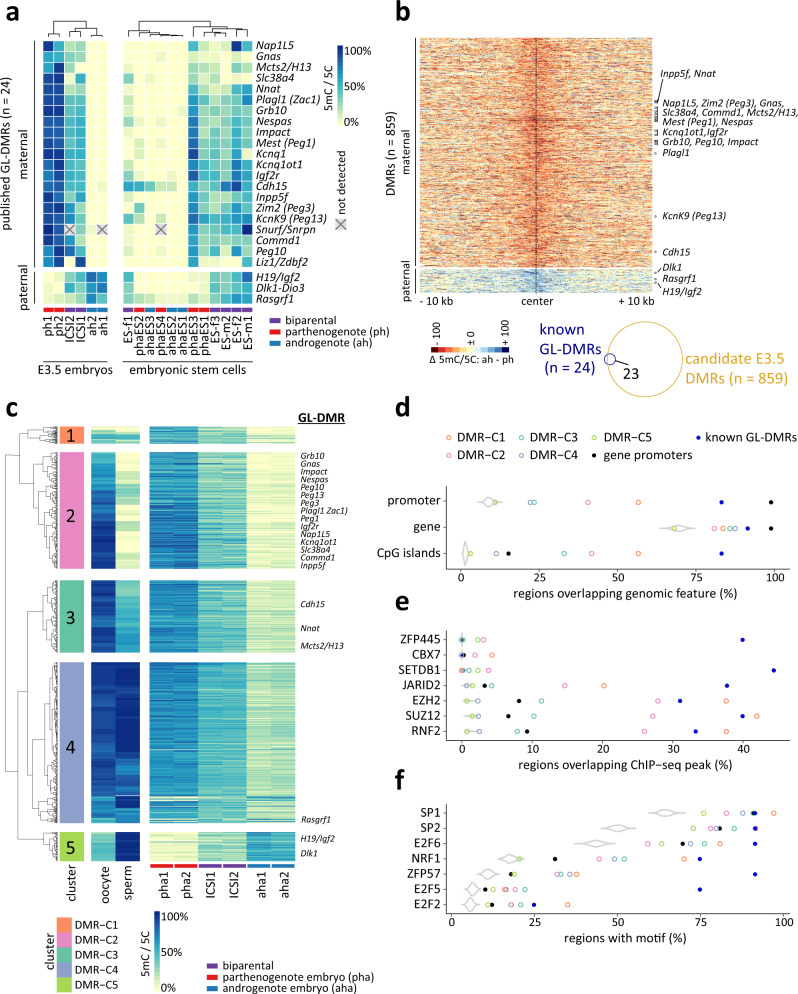
Identification of novel DMRs in uniparental embryos. **a** Heatmap showing DNA methylation levels for 24 known germline DMRs (GL-DMRs) in blastocyst samples (left) and ESCs. Colour scale represents percentage of 5mC compared to 5C. **b** Heatmap showing DNA methylation signal in a 10 kb window around the centre of all 859 blastocyst DMRs identified in this work (red, maternal DNA methylation; blue, paternal DNA methylation). Known GL-DMRs are indicated rightmost. **c** Heatmap showing DNA methylation levels in all 859 blastocyst DMRs in our blastocyst samples compared to oocyte and sperm DNA methylation from published data^26^. Hierarchical clustering was based on DNA methylation levels in gametes. **d** Distribution of blastocyst DMRs and known GL-DMRs over different genomic features. Gene promoters and 1,000 random sets of regions of comparable size and distribution (from all regions assessed in our DNA methylation analysis, grey) are shown for reference. **e** Locus overlap analysis^32^ of published ChIP-seq peaks for blastocyst DMRs and known GL-DMRs. **f** Motif enrichment analysis^37,68^ for blastocyst DMRs and known GL-DMRs. Source data are provided as Source Data files.

Of six DMRs reportedly acquired in somatic tissues^6^, we found that none were uniparentally methylated in blastocysts (Supplementary Fig. 3f), consistent with the acquisition of somatic DMRs post-implantation^28^. However, *Nesp*, *Cdkn1c*, *Meg3* and *Ifg2r* promoter-associated somatic DMRs neighboured blastocyst DMRs within 250 kb, and it is possible that these distal DMRs serve to seed methylation of their associated alleles later in development^29^.

### DMR erosion in uniparental haploid ESCs

Four out of five biparental ESC lines maintained GL-DMR methylation levels similar to those in ICSI embryos when cultured in 2i/LIF medium; one female line (ES-f1) exhibited erosion specifically of maternal DMRs (Fig. 2a). We did not detect a strict dependence of imprinting status on cell line, sex or passage number. All biparental lines had strongly reduced DNA methylation of the *Gnas* ICR. The DNA methylation signal was reduced in some, but not all ESC lines on *Slc38a4* and *Liz1*/*Zdbf2* DMRs, suggesting differential stability of DMRs in ESC culture. In contrast, haploid ESC lines cultured in identical conditions typically underwent widespread DMR erosion regardless of their parental provenance. ahaESCs underwent near-complete methylation erosion of paternal *H19*/*Igf2* and *Dlk1* GL-DMRs (Fig. 2a). Methylation of the *Rasgrf1* GL-DMR was at lower levels than in biparental embryos, indicating ongoing loss of DNA methylation. phaESCs exhibited greater variability in GL-DMR methylation loss than their androgenetic counterparts. In two phaESC lines, most maternal DMRs were maintained at levels similar to those of biparental ESCs, but even then, DMR signals were reduced compared to pha blastocysts, indicating that phaESCs undergo varying levels of DMR loss. Consistent with DMR dysregulation, ahaESCs and phaESCs lacked parent-of-origin-biased expression of the published imprinted genes that we tested (*Meg3*, *Peg3*, *Slc38a4* and *Jade1*), although they possessed unperturbed naïve pluripotency and the potential to initiate differentiation (Supplementary Fig. 3g and h). Relative DMR stability in parthenogenotes compared to androgenotes contrasts with previous reports^17^, providing support for the idea that imprint erosion does not strictly reflect parental origin. However, imprint erosion in ahaESCs would explain why they failed to support ‘semicloning’ (Supplementary Dataset 4); embryos produced by injecting ahaESC nuclei into mature oocytes would lack balanced imprinting, resulting in developmental attenuation prior to, or around the time of implantation, as we observed^3,4^. In summary, uniparental haploid ESCs exhibited variable loss of DMRs, even though the DMRs were robustly detectable in uniparental blastocysts.

### Identification of blastocyst-specific DMRs

Following corroboration of known GL-DMRs, we asked whether our data revealed blastocyst DMRs that had not previously been described. Comparison of genome-wide DNA methylomes from pha and aha blastocysts with those of control, ICSI-derived blastocysts, identified 859 DMRs (dmrseq^30^, adj. p ≤ 0.1). Of these, 778 (91%) were maternal (that is, the marks were enriched in parthenogenotes) and 81 (9%) paternal (enriched in androgenotes) (Fig. 2b). The DMRs were associated with 3,664 (7,031) and 392 (779) annotated genes within 100 (or 250) kb windows, respectively (Supplementary Dataset 5); 250 kb is well within the ~300 kb of the *Igf2r* cluster^2,31^. This unbiased analysis utilising uniparental embryos recovered 23 of the 24 known GL-DMRs. The coordinates of novel DMRs were superimposable upon those of published DMRs (Supplementary Fig. 4a, Supplementary Dataset 5) with the exception of *Snurf*/*Snrpn*, where a DMR was detected at a distance of 1 kb from the annotated locus, potentially extending the *Snurf*/*Snrpn* GL-DMR (Supplementary Fig. 4b). Only the *Liz1/Zdbf2* GL-DMR was not confidently identified in our analysis because it lacked a DNA methylation signal in one of the ICSI samples (Fig. 2a). As was the case for known GL-DMRs, blastocyst DMRs identified here were not maintained in haploid ESCs (Supplementary Fig. 4c and Supplementary Dataset 5).

We next analysed available oocyte and sperm DNA methylome data^26^ to determine the developmental origins of the 859 DMRs. Of our 778 maternal DMRs, 410 (52%) exhibited oocyte-specific or -biased DNA methylation (DMR clusters C2 and C3, respectively) (Fig. 2c) and 63 of the 81 (76%) paternal DMRs were methylated in sperm genomes (DMR cluster C5). Notably, 349 blastocyst DMRs (41% of the total) were established during preimplantation development by loss of DNA methylation on one parental allele (DMR cluster C4). A minority of blastocyst DMRs (37; 4%) exhibited little or no DNA methylation in oocytes or sperm (DMR cluster C1). These data collectively suggest that most (~60%) differential DNA methylation is encoded within gamete genomes, even though DMRs may become manifest only later in development, mostly by allele-specific reduction of DNA methylation.

Most GL-DMRs (>80%) were located within gene bodies (Fig. 2d) and blastocyst DMRs exhibited a similar distribution. More than 75% of GL-DMRs overlapped with promoters and CpG islands. The overlap with promoters and CpG islands varied for blastocyst DMR clusters (whilst still above background) at 25–60%. We asked which chromatin regulators might interact with the DMRs using two complementary approaches. First, we tested for overlaps between DMRs and binding regions of transcription factors (TFs) and chromatin modifiers by mining 791 published ChIP-seq datasets^32–34^. This identified enrichment on GL-DMRs of the zinc finger protein ZFP445, the H3K9-specific histone-lysine methyltransferase SETDB1 and several components of the Polycomb machinery (Fig. 2e, Supplementary Dataset 5). *Setdb1* establishes H3K9me3, an imprint-associated chromatin mark^35^ and *Zfp445* is a primary regulator of genomic imprinting^36^. It has been suggested that Polycomb group proteins help maintain imprints in preimplantation development^9^. Secondly, we searched the DMRs for matches to TF DNA-binding motifs^37^. This detected enrichments for TF cognate binding sequences, including those of *Zfp57*, *E2f5*, and *Nrf1* (Fig. 2f), which were enriched in known GL-DMRs and in all DMR clusters, with the exception of DMR-C5. *Zfp57* synergistically contributes to imprint maintenance with *Zfp445*^36,38^ and *Nrf1* has also been implicated in imprinted gene regulation^39^. The strongest enrichments were for TF *Sp1* and *Sp2* motifs for all clusters. *Sp1* DNA binding is proposed to protect CpG islands against DNA methylation by shielding the non-methylated allele from aberrant methylation^40,41^. These findings together suggest shared chromatin regulatory features between DMRs identified here and those of known GL-DMRs.

### Associating DMRs with parent-of-origin-biased expression

Integrating parent-of-origin-specific blastocyst transcriptome and DNA methylome data have the potential to reveal relationships between imprinted gene expression and DNA methylation. We found that the vast majority of both nBiX and nBsX genes exhibited paternal expression, with maternal DNA methylation at the closest DMR at any distance (Fig. 3a). However, whilst several published imprinted (62/134; 46%) and confirmed published imprinted (13/36; 36%) genes resided close to a DMR (<250 kb), fewer nBiX and nBsX genes were as closely linked (8/71 [11%] and 16/111 [14%], respectively) (Fig. 3b; Supplementary Fig. 5a–c; Supplementary Dataset 5). Moreover, even in published and confirmed published imprint (pubBsX) gene sets, the majority of genes (72/134 [54%] and 23/36 [64%], respectively) were not located near (<250 kb) to a DMR, suggesting that proximal DMRs are not a generically defining feature of imprinted genes in blastocysts.

**Fig. 3:**
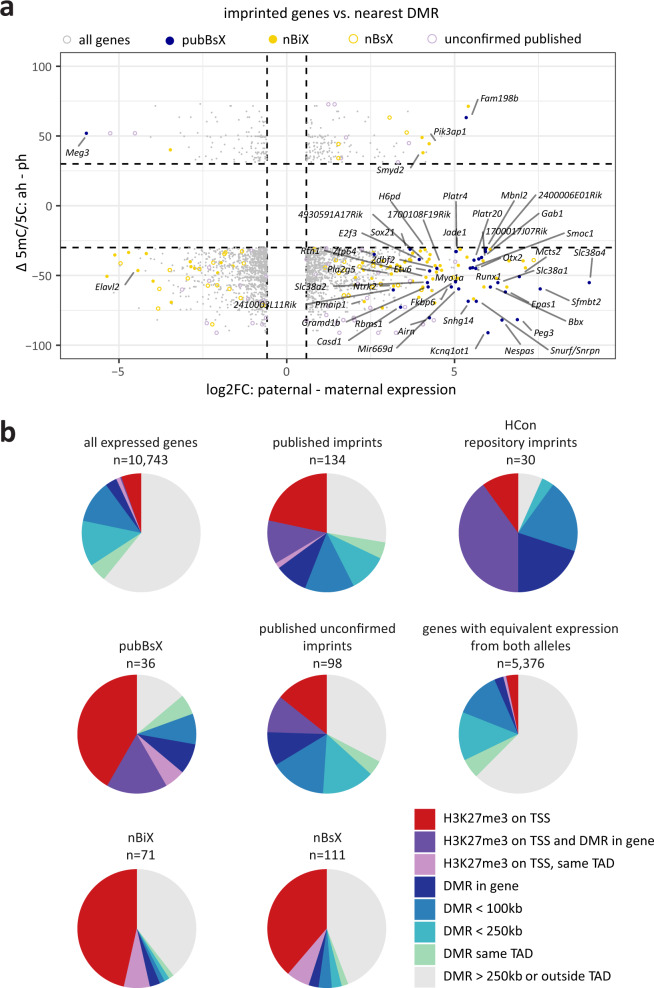
Intersecting DMRs and allele-specific H3K27me3 with parental-allele-specific gene expression. **a** Comparison of differential DNA methylation in uniparental blastocysts (*y*-axis) and parent-of-origin-specific gene expression (*x*-axis). Published and novel imprinted genes (nBiX and nBsX) are indicated in colour and other genes in grey. Each dot represents one gene associated with its closest DMR. Selected genes are labelled. **b** Pie charts representing all 10,743 genes whose expression was robustly detected, 134 published imprinted genes with expression data, 30 HCon repository imprints, 36 pubBsX genes, 98 published unconfirmed imprinted genes, 5,376 genes that are significantly biallelically expressed in blastocysts, 71 nBiX and 111 nBsX genes. Each chart indicates associations to different genomic features (DMRs and/or parent-of-origin-specific H3K27me3 on TSS). Distances from these genes to their nearest DMR are colour coded. Further colour codes indicate the presence of allele-specific H3K27me3 on the gene promoter (TSS ± 5 kb) or association with a DMR in the same topologically associating domain (TAD), independent of genomic distance. Source data are provided as Source Data files.

Large distances between nBiX genes and their nearest DMR (relative to the corresponding distance for published imprinted genes) may reflect long-range tertiary chromatin interactions between DMRs and nBiX loci. We addressed this possibility by utilising HiC chromosome conformation data from mouse preimplantation embryos^42^ and investigated the co-localisation of nBiX or nBsX genes with DMRs in the same topologically associating domain (TAD, Supplementary Fig. 5d). Although this analysis suggested that compartmentalisation of DMRs and BsX genes within TADs in 8 or 64 cell embryos might occur more frequently than expected by chance, the overall number of BsX genes occurring together with a DMR within a TAD was low; our analysis predicted that only 16% of nBiX and 19% nBsX genes were proximated to DMRs in this way (Fig. 3b; Supplementary Dataset 5). These data lead us to conclude that there is little widespread steady-state topological co-compartmentalisation of DMRs and nBiX genes in preimplantation embryos.

### H3K27me3 marks nBsX and nBiX loci

Parent-of-origin-specific H3K27me3 functions in specifying imprinted gene expression in preimplantation development^9^. We therefore interrogated available data for the inner cell mass (ICM) of mouse embryos at E3.5 to map parent-of-origin-specific H3K27me3 to the transcription start site (TSS) of parent-of-origin-specific genes^43^. We identified parent-of-origin-specific H3K27me3 at the TSS of 741 of the 10,743 genes (7%) whose expression we detected in blastocysts. Forty-seven out of 134 (35%) published imprinted genes showed an enrichment of parent-of-origin-specific H3K27me3 on their respective TSSs, which is less than the overlap with proximal DMRs (46%) (Fig. 3b; Supplementary Dataset 2). This indicates that published imprinted genes are more closely associated with DMRs than with parent-of-origin-specific H3K27me3. However, 23 out of 36 (64%) confirmed published imprinted genes (pubBsX genes) also exhibited parent-of-origin-specific TSS-associated H3K27me3. Thus, H3K27me3 might contribute to regulating parent-of-origin-specific expression of published imprinted genes at the blastocyst stage. The set of published imprinted genes contains previously defined, non-canonically imprinted genes associated with H3K27me3-based silencing^9^. This group of reported non-canonically imprinted genes (hereafter referred to as published non-canonical imprinted genes) exhibited a higher percentage of H3K27me3-decorated TSS (19/29, 65%) compared to the 35% observed for all published imprinted genes. This suggests that allele-specific H3K27me3 association is a general feature of imprinted gene TSSs at the blastocyst stage (Supplementary Fig. 5e).

We therefore extended the H3K27me3 analysis to nBiX and nBsX genes. Both exhibited only low levels of association to DMRs, but they were associated with parent-of-origin-specific H3K27me3 promoter peaks similar to those observed for pubBsX genes (in 54% and 45% of nBiX and nBsX genes, respectively). This implies a senior role for Polycomb (which controls H3K27me3 levels^44^), and a junior one for DNA methylation in regulating (n)BsX gene expression. Five out of 36 (14%) pubBsX genes, and 28 of 71 (39%) nBiX genes were neither associated with parent-of-origin-specific H3K27me3 nor with a proximal DMR.

### H3K27me3 on nBiX and nBsX transcription start sites is encoded in gametes and maternal H3K27me3 is maintained in the epiblast

To determine whether parent-of-origin-specific H3K27me3 in blastocysts is derived via gametes, akin to GL-DMRs, we investigated published datasets of sperm and oocyte H3K27me3 (Fig. 4a and Supplementary Fig. 6)^43^. Within the maternally expressed group of 15 nBiX and 33 nBsX genes, we observed specific H3K27me3 in sperm in ~25% of cases (Fig. 4b and c). No oocyte-specific H3K27me3 association could be detected for this group of genes. A single confirmed published maternally expressed imprinted gene (*Meg3*) was decorated by H3K27me3 in sperm. However, paternal allele-specific H3K27me3 was no longer reliably detected at the *Meg3* promoter in blastocysts, indicating either technical limitations of detection or loss of paternal-specific H3K27me3 at the *Meg3* promoter during preimplantation development.

**Fig. 4:**
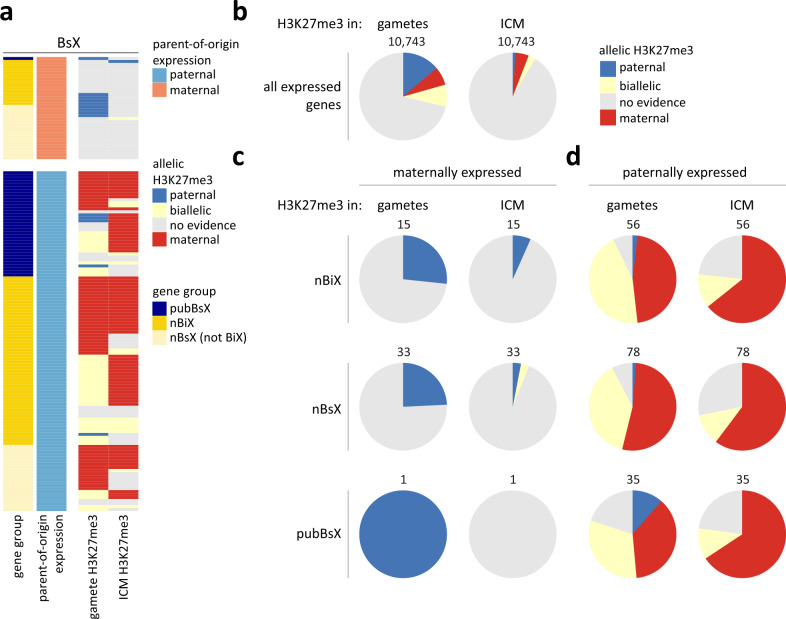
Correlation of gamete-specific H3K27me3 with parental-allele-specific gene expression. **a** Heatmap showing associations between BsX genes and ICM-allele-specific or gamete-specific H3K27me3. Colour codes distinguish between allelic expression of BsX genes (maternal or paternal), allelic presence of H3K27me3 (on paternal or maternal alleles in the ICM, or in sperm and/or oocyte), and different gene groups (pubBsX, nBiX or nBsX genes). **b** Pie charts illustrating the occurrence of ICM allele-specific or gamete-specific H3K27me3 at the TSS of all 10,743 robustly detected transcripts. **c**, **d** Pie charts illustrating the occurrence of allele- (in the ICM) or gamete-specific H3K27me3 at the TSS of maternally (**c**) or paternally (**d**) expressed nBiX, nBsX and pubBsX genes. Source data are provided as Source Data files.

For ~50% of paternally expressed nBiX and nBsX genes, H3K27me3 was localised to the corresponding TSS in oocytes; this percentage further increased for H3K27me3 at maternal alleles in the ICM (Fig. 4b and d). Also, a large proportion (37%) of paternally expressed pubBsX genes were decorated with maternal H3K27me3. After excluding the 20 previously identified, non-canonically imprinted genes^9^ from the pubBsX group, four of the remaining 15 genes (27%) exhibited oocyte-specific H3K27me3. Most nBiX or nBsX genes (respectively 45% and 38%) that were paternally expressed at the blastocyst stage but for which we could not identify sperm- or oocyte-specific H3K27me3, nevertheless exhibited H3K27me3 enrichment in both gametes (Fig. 4d). Together, these findings indicate that H3K27me3 is the predominant heritable epigenetic mark responsible for imprinted gene expression in blastocysts.

### Functional dependence of novel and published imprinted gene expression on maternal H3K27me3 and DNA methylation

Association with a parentally specified epigenetic mark does not necessarily imply a causal relationship to imprinted expression of its corresponding gene. In an effort to evaluate whether associations between epigenetic marks and imprinted gene expression were causal, we harnessed available datasets mapping allele-specific expression in mouse morulae carrying a maternal deletion of either *Dnmt3l* (*mDnmt3l* KO) or *Eed* (*mEed* KO)^45,46^. We reasoned that genes whose allelically skewed expression in control embryos was reduced upon *mDnmt3l* or *mEed* deletion would be regulated by DNA methylation or H3K27me3, respectively. Therefore, we investigated the response of pubBsX and nBsX genes to *mDnmt3l* or *mEed* deletion in preimplantation embryos^45,46^ (Fig. 5a and Supplementary Fig. 7a).

**Fig. 5:**
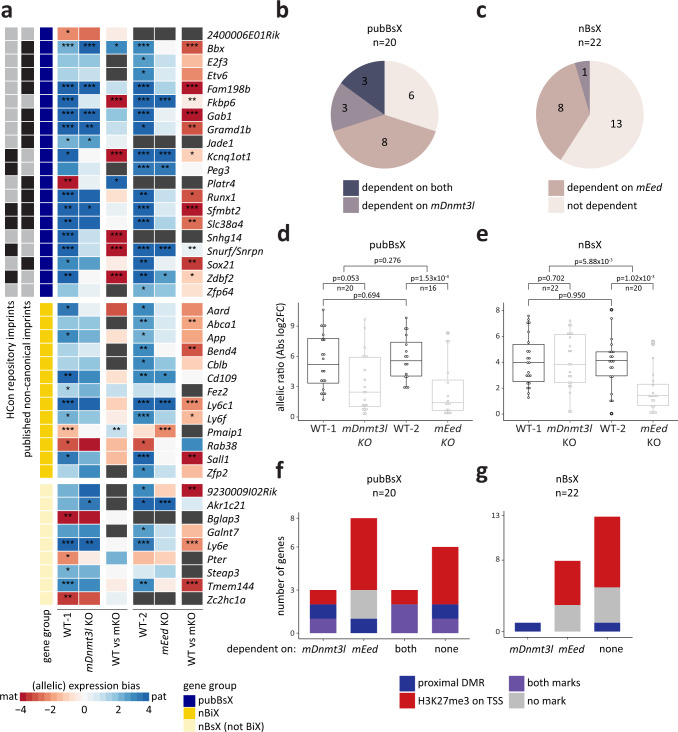
Functional dependence of novel candidate genes on maternal H3K27me3 or maternal DNA methylation. **a** Heatmap indicating allelic expression bias of BsX genes in wild-type (WT) morulae or morulae carrying maternal genetic deletions of either *Dnmt3l* (*mDnmt3l* KO) or *Eed* (*mEed* KO). Colours distinguish between pubBsX, nBiX and nBsX other than BiX genes. pubBsX genes are further divided into genes belonging to the high confidence (HCon) repository imprints or the published non-canonical imprint category (grey/black squares, black indicates membership to the specified category). Only genes with significant allelic bias (adj. *p* < 0.1, DESeq2^21^) in at least one WT morula were included in the analysis (*, adj. *p* < 0.1; **, adj. *p* < 0.01; ***, adj. *p* < 0.001). Allelic expression bias is shown in the first two columns of each WT-mKO set (colour coded from red to blue). The third column of each WT-mKO pair indicates mKO induced changes in the allelic expression bias (colour coded from red to blue; *, adj. *p* < 0.05; **, adj. *p* < 0.01; ***, adj. *p* < 0.001). **b**, **c** Pie charts indicating gene numbers within respective groups (pubBsX (**b**) and nBsX (**c**)) losing parent-of-origin-specific expression following maternal deletion of either *Dntm3l* (dependent on *mDnmt3l*), *Eed* (dependent on *mEed*) or both (dependent on both) in morulae. Genes not dependent on either are also indicated. **d**, **e** Box plots illustrating how allelic ratio (absolute log2FC) of pubBsX (**d**) or nBsX (**e**) genes is affected by maternal deletion of *Dnmt3l* (*mDnmt3l* KO) or *Eed* (*mEed* KO) at the morula stage. Only genes with significant allelic bias (adj. *p* < 0.1) in at least one WT morula were included. Paired two-tailed Wilcoxon signed rank tests were performed for WT *vs* KO comparisons (WT-1 *vs mDnmt3l* KO and WT-2 *vs mEed* KO). Two-tailed Wilcoxon rank sum tests were performed to compare the two WT datasets (WT-1 *vs* WT-2) and the WT *vs* KO differences between datasets. *p*-values for individual comparisons are indicated in the Figure. All box plots show the 25^th^ percentile, median and 75^th^ percentile; whiskers indicate minimum and maximum values. **f**, **g** Bar charts indicating associations between functional response to loss of either *mDnmt3l* or *mEed* (as defined in Fig. 5b) with physical proximity to DMRs (within 250 kb or in the same TAD) or the presence of TSS-associated (±5 kb) H3K27me3 for pubBsX (**f**) and nBsX (**g**) genes. Source data are provided as Source Data files.

Three of the 20 pubBsX genes for which we detected allele-specific expression in control wild-type (WT) embryos exhibited significantly reduced allelic bias in *mDnmt3l* KO embryos (Fig. 5a and b). Allele-specific expression of eight pubBsX genes required *mEed* activity, and a further three were dependent on both *mEed* and *mDnmt3l*. We then separated the group of pubBsX genes group into published non-canonical imprinted genes^9^ and HCon repository imprinted genes (which show a higher level of DMR association, Fig. 3b). As expected, allele-specific expression of a large majority of published non-canonical imprinted genes exhibited *mEed* dependence (Supplementary Fig. 7b). Of the HCon repository genes, imprinted expression of three depended on *mDnmt3l* and two on *mEed*; two genes were dependent on both maternal H3K27me3 and maternal DMRs. The effect of maternal *Eed* KO was exclusively detected in paternally expressed genes.

Of the 22 nBsX genes for which we detected clear allele-specific expression in WT embryos, only the *Pmaip1* gene exhibited significant dependence on *mDnmt3l* activity (Fig. 5a and c). In contrast, 8 out of 17 nBsX genes (all paternally expressed) were *mEed*-dependent. We also detected a significantly stronger impact of *mEed* KO (compared to *mDnmt3l* KO) on the overall amplitude of parent-of-origin-specific expression of published imprinted and nBsX genes (Fig. 5d, e and Supplementary Fig. 7d). However, the inferred relative contributions of differential DNA methylation and H3K27me3 in maintaining allele-specific expression varied between different gene sets within the group of published imprinted genes: whilst published non-canonical imprinted gene expression^9^ clearly depended on *mEed* but not *mDnmt3l*, HCon repository imprints were conversely *mDnmt3l*-dependent and *mEed*-independent (Supplementary Fig. 7c). Together, these relationships further underscore a role for the Polycomb system in the imprinting dynamics of preimplantation embryos.

The dependence of allele-specific gene expression of pubBsX and nBsX on *mEed* and *mDnmt3l* correlated with the presence of H3K27me3 at the TSS or a DMR within 250 kb or in the same TAD, respectively (Fig. 5f and g). The group of six pubBsX genes whose expression was apparently unaffected by *mDnmt3l* or *mEed* depletion were nevertheless marked on one parental allele by H3K27me3, a DMR or both (Fig. 5f). Thus, in these cases, imprinting-associated marks do not result in a detectable dependence on *mEed* or *mDnmt3l*. Genes within the set of HCon repository imprinted genes showed an enrichment for H3K27me3, but often also contained a DMR within 250 kb or in the same TAD, indicative of different imprinting mechanisms working in parallel (Supplementary Fig. 7e). This suggests that even in the group of HCon genes, which functionally depend on *mDnmt3l* rather than on *mEed*, most group members exhibit parent-of-origin-specific H3K27me3 enrichment on the TSS. Published non-canonical imprinted genes^9^ were almost exclusively marked by H3K27me3 regardless of whether the associated dependency was on *mEed* or *mDnmt3l*.

The single nBsX gene, *Pmaip1*, whose expression was dependent on *mDnmt3l* was associated with a DMR in the same TAD and most (5 out of 8; 62.5 %) *mEed*-dependent nBsX genes were marked by maternal H3K27me3 (Fig. 5 g). Even *mEed*-independent nBsX genes were enriched for allele-specific H3K27me3, one of which was associated with a DMR. Only four nBsX genes that were neither dependent on *mEed* or *mDnmt3l* were also devoid of a proximal DMR or TSS-associated H3K27me3; these included maternally expressed genes, *Rab38*, *Pter* and *Zc2hc1a*, for which dependence on maternal H3K27me3 would not be expected.

In sum, *mEed* and *mDnmt3l* KO datasets suggest that parent-of-origin-specific expression of many nBsX genes critically depends on maternally deposited H3K27me3 rather than on DMRs, implicating the Polycomb system in preimplantation embryo imprint dynamics.

### Identification of imprinted gene clusters in blastocysts

Imprinted genes are known to reside in genomic clusters regulated by *cis*-acting imprinting control regions (ICRs)^47–49^. 

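The 32 clusters of the paper hold 115 genes, of which 111 were tested and 33 met the BsX criteria, with Snurf and Snrpn counted as 1 gene. Adjusted over the list alone there were 39. The list was formed by the study from the expression of these embryos, so its share of BsX genes is not independent evidence. Without forward embryo 1 the number, with Snurf and Snrpn counted separately, fell from 34 to 22, and with a term for each embryo it was 41. In 26 of the cluster genes expression was equivalent (32 with a term for each embryo).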

We therefore searched for clusters containing at least two novel (nBiX or nBsX) or published imprinted genes within 250 kb, yielding 32 potential ICR clusters (Fig. 6a, b and Supplementary Fig. 8a, b). Twelve clusters contained at least one published imprinted gene that exhibited uniparental expression in blastocysts (Supplementary Fig. 8a, clusters #1–12). Eight of these also contained a DMR within at least one of its associated genes, less than 10 kb from the TSS. 

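Clusters 1 to 12 hold 45 genes, of which 44 were tested, 15 met the BsX criteria and 8 were equivalently expressed. Each of the 12 clusters had at least 1 BsX gene, and 2 had several. When a term for each embryo was added, 19 genes met the criteria, 6 clusters had several, and 9 genes were equivalent. Zdbf2 in cluster 1 (chromosome 1, 63273265 to 63314576 of mm10) was read to 87.1% ± 9.28 (SD, n = 3) from the paternal allele in the forward and to 99.2% ± 1.72 (SD, n = 5) in the reverse cross (log2 fold change 4.47, standard error 0.62, adjusted p = 8.90e-05, edgeR's quasi-likelihood test). In cluster 2, Rian (76 maternal and 0 paternal reads) and Rtl1 (69 and 0) were biased like Meg3 (adjusted p = 0.0303 and 0.0513, edgeR) but had too few reads in the forward cross for the BsX criteria. With a term for each embryo neither passed the threshold (adjusted p = 0.114 and 0.133, edgeR), nor did they without forward embryo 3, and Rtl1 also lost its call without reverse embryo 2, 3 or 5. Over all alternative fits their p ranged from 9.75e-04 to 0.309 and from 0.00122 to 0.360. Rtl1 lies on the strand opposite to Meg3 and Rian, and the counting is not stated to use strand. Its maternal reads may thus come from an RNA of the other strand, and a maternal bias of Rtl1 itself is uncertain. In cluster 4, Airn (chromosome 17, 12741311 to 12860136) was paternal in 96.3% ± 2.64 and 91.1% ± 9.45 of its reads (log2 fold change 4.13, standard error 0.44, adjusted p = 2.55e-06, edgeR). Igf2r (chromosome 17, 12682406 to 12769664), which lies antisense to Airn and shares 28354 bases with it, was paternal in 85.4% ± 7.18 and 72.6% ± 27.3 (log2 fold change 2.02, standard error 0.50, adjusted p = 0.0462, edgeR). As the counting is not stated to use strand, its reads are uncertain. It passed the threshold in 11 of 19 alternative fits and lost it, among others, without any 1 of the forward embryos or reverse embryo 3 or 5. Nespas in cluster 8, antisense to Gnas, had 0 maternal and 87 paternal reads (adjusted p = 8.51e-04, edgeR). By counting error alone this allows a maternal share of up to 3.45%, and the wider bound used for Peg3 gives at least 3.625-fold.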

One additional cluster, encompassing the *Slc38a1* gene, contained a DMR within the same TAD. Strikingly, ten clusters of published imprinted genes (including the *Igf2* cluster) lacked significant expression bias in blastocysts, although they contained a DMR within the gene body in nine of the ten cases (Supplementary Fig. 8b, clusters #13–22). This suggests that differential DNA methylation and parent-of-origin-specific expression are sometimes unlinked, at least at the blastocyst stage. 

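Clusters 13 to 22 hold 39 genes, of which 37 were tested, 0 met the BsX criteria and 17 were equivalently expressed. With a term for each embryo 0 met the criteria and 21 were equivalent. In the model without that term 3 genes had an unadjusted p of at most 0.05 for a parental difference. For genes with few reads the lack of a call does not show the absence of bias. Plagl1 had 0 maternal and 49 paternal reads, 2 of them in the forward cross (adjusted p = 0.268, edgeR). The genes not tested, Zrsr1 (1 and 23) and Mest (6 and 20), had more paternal reads. Asb4 leaned to the maternal allele (70 and 26), and Cobl had 51 and 51. In cluster 19, Ppp1r9a (chromosome 6, 4902917 to 5165661 of mm10) was biased toward the paternal allele (log2 fold change 2.54, standard error 0.63, adjusted p = 0.0475, edgeR's quasi-likelihood test) without a shared direction of the crosses, with paternal shares of 35.0% ± 8.01 (SD, n = 3) in the forward and 99.5% ± 0.967 (SD, n = 5) in the reverse cross. Its strain difference was larger, a log2 fold change of cast over B6 alleles of -3.19 (adjusted p = 0.00125, edgeR), and its parental call was lost without forward embryo 3 or reverse embryo 1, 2 or 7. Hsp90aa1 in cluster 16 (chromosome 12, 110690605 to 110702728), which has related family members, was read to 10.3% ± 1.52 and 87.4% ± 4.11 from the paternal allele, a strain difference of -2.67 on the log2 scale (adjusted p = 5.51e-07, edgeR), and was equivalently expressed between parents (adjusted p = 0.0269), except in the models without a strain covariate. Both genes of the Igf2 cluster were neither biased nor equivalent. H19, which the paper names together with Igf2 for a germline DMR, is not among the genes of that cluster. It had 145 maternal and 0 paternal reads and was biased (adjusted p = 0.00359, edgeR) without meeting the BsX criteria.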

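Grb10 (chromosome 11, 11930508 to 12038683 of mm10) had 188 maternal and 262 paternal reads (log2 fold change -0.49, standard error 0.96, adjusted p = 1.00, edgeR's quasi-likelihood test). All 3 forward embryos had more maternal reads, with a paternal share of 16.2% ± 8.92 (SD, n = 3), while the reverse embryos spread around 59.2% ± 20.8 (SD, n = 5), from 9 maternal and 3 paternal reads in reverse embryo 3 to 17 and 59 in reverse embryo 2. The equivalence test left it undecided (adjusted p = 0.431, edgeR), whereas Commd1 passed that test in the main fit, though not with 1 library size per embryo. In a model without the strain covariate the fold change of Grb10 changed sign, to 0.15 on the log2 scale.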

A subset of six published imprinted genes in these clusters (including *Commd1* and *Grb10*) contained both a DMR and parental-allele-specific H3K27me3 on their TSSs, but neither of these epigenetic marks elicited allele-specific gene expression. *Commd1* was reported as a brain-specific imprinted gene^50,51^. Thus, although maintenance of an intact ICR may not mediate imprinted expression in preimplantation development, it may mark later parent-of-origin-specific expression in adult tissues.

**Fig. 6:**
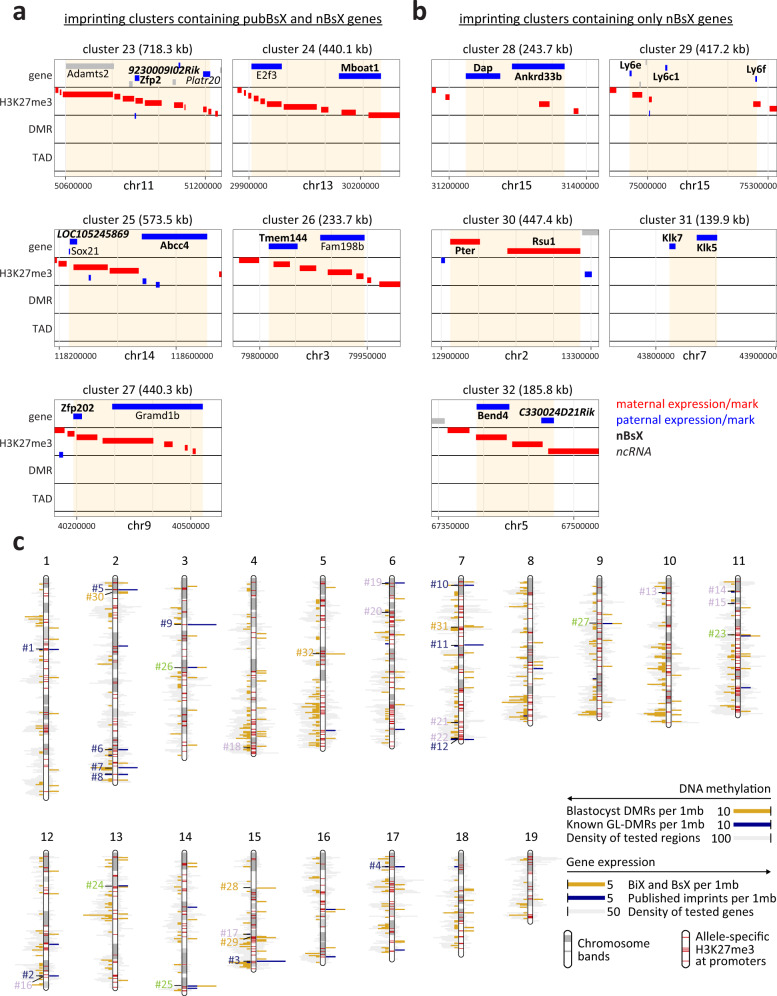
Novel imprinting clusters and novel genes in known clusters. **a**, **b** Close-up views of genomic features (genes, DMRs, allele-specific H3K27me3 and allele-specific TADs) for gene clusters containing published imprinted genes containing at least one nBsX gene (clusters 23-27) (**a**) and gene clusters containing only nBsX genes (clusters 28-32) (**b**). Red indicates maternal, and blue paternal allelic expression (genes quadrant; based on our data), maternal/paternal H3K27me3 (H3K27me3 quadrant; based on^43^), maternal/paternal DMR (DMR quadrant; based on our data), maternal/paternal TAD (TAD quadrant; based on^42^). Grey colour for specified genes indicates published imprinted genes for which parent-of-origin-specific expression was not confirmed; grey genes without gene names represent neighbouring genes not included in the cluster analysis. ncRNAs are indicated in italics. nBsX genes are indicated in bold. **c** Visualisation of chromosomal locations of imprinted genes and chromatin marks. Blastocyst DMRs are plotted as bars to the left in gold, known GL-DMRs are shown in blue. The density of tested regions (regions with reads in µWGBS) are plotted in grey. Parent-of-origin expression bias is shown on the right. nBiX and nBsX genes are plotted in gold and published imprinted genes in blue. The density of all robustly expressed genes is plotted in grey. All clusters of (**a**) and (**b**) and Supplementary Figs. 8a and b are indicated [blue, clusters 1–12 (published imprinted genes and at least one pubBsX gene); violet, clusters 13–22 (published imprinted genes with no evidence of parent-of-origin-specific expression in blastocysts); green, clusters 23–27 (published imprinted genes and containing at least one nBsX gene); yellow, clusters 28–32 (containing only nBsX genes)]. The locations of all allele-specific H3K27me3-associated promoters are indicated as red bands overlaid on the chromosome ideograms. Source data are provided as Source Data files.

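Clusters 23 to 27 hold 16 genes, of which 15 were tested and 10 met the BsX criteria, all of them paternally expressed. Of the tested genes 0 were equivalently expressed, also at an unadjusted p of at most 0.05, and 4 of the 5 clusters had several BsX genes. Cluster 23 on chromosome 11 held Platr20 (51189833 to 51220418 of mm10; 5 maternal and 206 paternal reads, adjusted p = 2.89e-05), 9230009I02Rik (1 maternal and 210 paternal reads, adjusted p = 2.82e-04) and Zfp2 (5 maternal and 79 paternal reads, adjusted p = 0.0168), all from edgeR's quasi-likelihood test. 9230009I02Rik was read mostly from the cast allele in addition, with few reads in reverse embryos. In cluster 24, E2f3 had 20 maternal and 345 paternal reads (adjusted p = 0.00751, edgeR), with 18 of the maternal reads in forward embryo 2, and Mboat1 31 and 160 (adjusted p = 0.0862). Mboat1 passed the threshold in 9 of 18 alternative fits and lost it without forward embryo 2 or 3 or reverse embryo 1, 2, 5 or 7. Abcc4 in cluster 25 (chromosome 14, 118482692 to 118706219) was read to 92.4% ± 3.99 (SD, n = 3) from the paternal allele in the forward and to 99.6% ± 0.353 (SD, n = 5) in the reverse cross (log2 fold change 4.86, standard error 0.73, adjusted p = 2.82e-04, edgeR). In cluster 26, Fam198b, next to Tmem144, was paternal in 98.6% ± 2.51 and 97.7% ± 5.04 (log2 fold change 5.04, standard error 0.74, adjusted p = 2.04e-04, edgeR). Of its 9 maternal reads, 8 lay in reverse embryo 1, and its log2 fold change ranged from 4.35 to 6.85 over the alternative fits. Fam198b overlaps the antisense gene Gm36569. In cluster 27, Gramd1b was paternal in 81.1% ± 9.21 and 99.6% ± 1.00 (log2 fold change 4.05, standard error 0.56, adjusted p = 8.90e-05, edgeR), and Zfp202 had 1 maternal and 70 paternal reads, at least 2.92-fold (adjusted p = 0.00122, edgeR).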

Our analyses extended five known imprinting clusters by identifying novel imprinted genes close to published examples (Fig. 6a, clusters #23–27). Although these clusters were devoid of proximal DMRs, they were all associated with parent-of-origin-specific H3K27me3. In addition, five novel clusters were identified, exclusively comprising nBsX genes. 

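Clusters 28 to 32 hold 15 genes, all tested, of which 8 met the BsX criteria and 1 was equivalently expressed. Of the 5 clusters 3 had several BsX genes. With a term for each embryo 11 met the criteria, 2 were equivalent, and all 5 clusters had several BsX genes. In cluster 28, Dap (chromosome 15, 31224314 to 31274341 of mm10) was read to 58.7% ± 3.29 (SD, n = 3) from the paternal allele in the forward and to 89.5% ± 6.17 (SD, n = 5) in the reverse cross (log2 fold change 1.71, standard error 0.45, adjusted p = 0.0748, edgeR's quasi-likelihood test), and lost its call without any 1 of the forward embryos or reverse embryo 3, 5 or 7. Its neighbour Ankrd33b was not called (132 maternal and 428 paternal reads, adjusted p = 0.158, edgeR), with a p of 5.23e-05 in the model with a term for each embryo and between 2.28e-05 and 0.439 over all alternative fits. In cluster 29, Ly6e (246 maternal and 931 paternal reads, adjusted p = 0.00459, edgeR) and Ly6f (66 and 766, adjusted p = 5.44e-04) belong to a family of similar genes, so the assignment of their reads is uncertain. Rsu1 in cluster 30 (chromosome 2, 13076821 to 13271415) was maternal in 8 of 8 embryos, with paternal shares of 15.5% ± 2.36 and 37.5% ± 10.3 (log2 fold change -1.69, standard error 0.42, adjusted p = 0.0507, edgeR), and lost its call without any 1 of the forward embryos. In cluster 31, Klk5 had 1 maternal read and 110 paternal reads and Klk7, a related gene, 5 and 106 (adjusted p = 0.00116 and 0.0426, edgeR). Klk7 lost its call without forward embryo 2 or reverse embryo 2, 3 or 5. In cluster 32, Bend4 was paternal in 71.7% ± 10.9 and 93.4% ± 7.74 (log2 fold change 2.48, standard error 0.56, adjusted p = 0.0257, edgeR) and lost its call without forward embryo 1 or 2. C330024D21Rik had 1 maternal read and 166 paternal reads, 122 of them in reverse embryo 1 (adjusted p = 0.00690, edgeR), and lost its call without forward embryo 1.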

Four contained at least two protein-coding genes (Fig. 6b, clusters #28-31), and one contained a protein-coding gene and a non-coding RNA (cluster #32). None of these novel clusters possessed a DMR within 250 kb or in the same TAD, and all but one exhibited allele-specific H3K27me3 within the cluster.

## Discussion

By combining allele-specific transcriptomics and uniparental DNA methylome profiling, we have delineated the imprinting status of blastocyst-stage mouse embryos, identifying 859 parent-of-origin-specific DMRs (including 23 out of 24 known GL-DMRs), and 111 genes with previously undescribed parent-of-origin-specific allelic bias (nBsX genes). Of these, 71 exhibited parent-of-origin-specific expression with an allelic ratio of at least 70:30 (nBiX genes).

Parental expression bias in blastocysts was evident for only 36 of 134 published imprinted genes but we detected statistically indistinguishable expression of both alleles for 24 published imprinted genes. Of these, four possessed a DMR within their gene bodies, showing that differential DNA methylation is not sufficient to guarantee uniparental expression in blastocysts. This suggests that hitherto unappreciated tissue- and stage-specified programmes contribute to the regulation of imprinted gene expression.

Most (55%) of the DMRs we detected in blastocysts are uniparentally inherited as such and had thus been identified in gamete-specific DNA-methylation analysis. A further 41% of blastocyst DMRs were generated by parent-of-origin-specific reduction of DNA methylation on one (mainly the paternal) parental allele. We also detected gain of allele-specific DNA methylation at some loci that had apparently been unmethylated in gametes. This suggests that parent-of-origin-specific DNA methylation in blastocysts can be encoded in gametes independently of closely linked DNA methylation and later decoded to allow DNA methylation during preimplantation development.

This work implies that H3K27me3 mediated by Polycomb is the main regulatory mechanism controlling imprinted gene expression in blastocysts. H3K27me3 controls the expression bias of the majority of nBiX and nBsX genes, but also regulates parent-of-origin-specific gene expression of published imprinted genes. Parent-of-origin-specific H3K27me3 is transmitted through the germ line and the majority of nBiX and nBsX genes are decorated by allele-specific H3K27me3. This H3K27me3-dependent imprinting phase appears transient and parent-of-origin-specific expression of all tested nBsX and nBiX genes was lost after implantation.

Our data also show that H3K27me3- and DMR-based imprinting mechanisms regulate partially overlapping gene sets in blastocysts. Indeed, some well-studied imprinted genes for which we could confirm parental-bias in blastocysts, such as, *Snurf*/*Snrpn*, *Peg3*, *Fkbp6* and *Kcnq1ot1*, harbour both proximal DMRs and H3K27me3 peaks on their TSSs. However, imprinted expression of these genes is not necessarily directly dependent on H3K27me3; for example, while *Kcnq1ot1* and *Fkbp6* are dependent on both *mEed* and *mDnmt3l*, *Snurf*/*Snrpn* was exclusively dependent on maternal *Dnmt3l*. This suggests that overlapping chromatin profiles of allele-specific DNA methylation and H3K27me3 do not always translate into functional redundancy and that additional tiers of regulation act independently of, or in synergy with, H3K27me3 and/or DMRs to govern imprinted gene expression.

We were able to assign association of virtually all BsX genes with H3K27me3 or DMRs, either functionally, by assessing dependence of imprinted gene expression on *mEed* or *mDnmt3l*, or by the presence of a proximal DMR or H3K27me3 enrichment on the TSS. Only a few cases, mainly concerning maternally expressed genes, lacked evident association with either mechanism. This suggests that Polycomb (specifically, Polycomb Repressive Complex 2, PRC2^52^) and allele-specific DNA methylation machineries cooperate in blastocysts to control imprinted genes expression. The nature of the interaction is unknown. Mechanisms exist to prevent the loss of 5mC from methylated DMRs^53^ and functionally analogous pathways might protect H3K27me3 imprints in blastocysts, but which are subsequently de-activated during implantation. We speculate that low global DNA-methylation levels observed at the blastocyst stage^54^ could produce less stable imprint regulation by DMRs and that transcriptional repression could be ensured by Polycomb-mediated silencing activity.

Clustering of imprinted genes facilitates coordinated control of parent-of-origin-specific gene expression, such that a given ICR can regulate the expression of multiple genes. We identified five novel imprinted gene clusters and new members of multiple known clusters. All clusters containing nBsX genes lacked blastocyst DMRs detected within 250 kb or present in the same TAD. Six out of the 10 ‘non-DMR clusters’ contained at least one gene associated with H3K27me3, implying that their imprinting is controlled via allele-specific PRC2-mediated histone modification in blastocysts.

We also investigated the maintenance of blastocyst-specific DMRs in vitro in ESCs. Notwithstanding reported imprint instability in 2i culture^55^, diploid ESCs stably sustained DMRs with the exceptions of *Gnas* and *Liz1/Zdbf2* loci, at least from 8 to 20 passages in 2i/LIF medium. We also observed a tendency for haploid, but not diploid ESCs to lose DMRs, in contrast to stable imprint maintenance in some human haploid parthenogenetic ESCs^56^. Whether this difference in imprint stability in haploid ESCs reflects differences of species, culture or cell state (e.g. naïve vs primed pluripotent) remains unclear.

In sum, this work provides a detailed compendium containing published and novel imprinted genes and imprinting clusters. It reveals a major contribution of Polycomb-mediated imprinting control in blastocysts, suggesting that imprint regulation in preimplantation embryos is achieved by both H3K27me3- and DMR-dependent mechanisms. The implication is therefore that there exist different tiers of mechanistically distinguishable, potentially stage-specific imprinting that must be integrated for the healthy development of preimplantation embryos and beyond.

## Methods

### Animals

Animal procedures, including ethical considerations, complied with the statutes of the Animals (Scientific Procedures) Act, 1986, approved by the University of Bath Animal Welfare and Ethical Review Body and the Biosciences Services Unit. Wild-type mouse strains were bred from stocks in-house or otherwise supplied by Charles River (L’Arbresle, France) or MRC Harwell. The *Mus musculus domesticus* strain B6D2F1 (C57BL/6 [B6] x DBA/2) was generally used as a source of unfertilised metaphase II (mII) oocytes. Some parthenogenotes were produced from *Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^ (mT) oocytes and we generated a 129/Sv-J line carrying a single, ubiquitously expressed *pCAG-eGFP* transgene (129/Sv-J-eGFP^+/-^;^57^) and used sperm from hemizygotes to generate androgenetic haploid embryos for ESC derivation. Recipient surrogate mothers were of the strain ICR (CD-1) in embryo transfer. Inter-sub-specific reciprocal crosses were performed by natural mating of B6 *M. m. domesticus* and *M. m. castaneus*.

### Oocytes

Oocyte collection was essentially performed as described previously^57,58^. Briefly, 8–12-week-old B6D2F1 females were superovulated by standard sequential injection with 5 IU of pregnant mare serum gonadotropin (PMSG) and 5 IU human chorionic gonadotropin (hCG) ~48 h apart. Oocyte-cumulus complexes were collected into M2 medium (Specialty Media, USA) and dispersed with hyaluronidase to denude metaphase II (mII) oocytes, which were washed and cultured in kalium simplex optimised medium (KSOM; Specialty Media, USA) equilibrated in an incubator at 37 °C containing 5% (v/v) humidified CO_2_ in air until required.

### Sperm

Preparation of sperm from 129/Sv-J-eGFP^+/−^ males was essentially as described previously (Suzuki *et al*., 2014). Epidydimides from ~12-week-old males were minced with fine scissors in nuclear isolation medium (NIM; 125 mM KCl, 2.6 mM NaCl, 7.8 mM Na_2_HPO_4_, 1.4 mM KH_2_PO_4_, 3.0 mM EDTA; pH 7.0) and sperm allowed to disperse. The sperm were washed in NIM and treated in NIM containing 1.0% (w/v) 3-[(3-cholamidopropyl) dimethylammonio]-1-propanesulfonate (CHAPS) at room temperature. The suspension was gently pelleted and sperm resuspended in ice-cold NIM and held on ice until required. Just prior to ICSI, 50 µl of the sperm suspension was mixed with 20 µl of a solution of 12% (w/v) polyvinylpyrrolidone (PVP, average *M*_r_ ≈ 360,000; Sigma, UK).

### Production of uniparental haploid androgenetic embryos

To establish androgenic haploid ESC (ahaESC) lines, sperm from 129/Sv-J-eGFP^+/−^ hemizygous males were injected using a piezo-actuated micromanipulator (Prime Tech Ltd., Japan) into B6D2F1 mII oocytes enucleated as described previously^59^: mII oocytes were placed in M2 medium containing 5 µg/ml cytochalasin B and spindles were removed. At least 1 h post-enucleation, sperm heads were injected followed by culture in KSOM for 6 h (37 °C, humidified 5% CO_2_ [v/v] in air) before recording the morphology of the resultant embryos. Embryos were separated according to whether they possessed a single second polar body (Pb_2_) and pronucleus (pn) and culture was continued for 3-4 days to be utilised for ahaESC derivation. Parthenogenetic embryos were derived by strontium chloride triggered oocyte activation in calcium-free medium followed by in vitro culture to the blastocyst stage in KSOM.

### Production of uniparental haploid parthenogenetic embryos

Activation of membrane Tomato homozygous (*mT*^*+/+*^) transgenic or 129/SvJ oocytes to produce parthenogenetic haploid embryos was by incubation in medium containing 10 mM SrCl_2_, 16-17.5 h post-hCG, essentially as described^60^.

### Sperm microinjection (ICSI)

When required, ~50 μl of sperm suspension was mixed with 20 μl of polyvinylpyrrolidone (PVP, average *M*_r_ ≈ 360,000; Sigma-Aldrich) solution (15% [w/v]) and sperm injected (ICSI) into oocytes in a droplet of M2 medium, within ~60 min, essentially as described^58^. Injected oocytes were transferred to KSOM under mineral oil equilibrated in humidified 5% CO_2_ ([v/v] in air) at 37 °C for embryo culture.

### Establishment and culture of androgenetic and parthenogenetic haploid ES cells

Haploid ESCs were established and cultured in 2i/LIF medium as previously described^13,14^. Both ahaESCs and phaESCs were recurrently sorted based on DNA content, either by Hoechst staining (15 µg/ml for 15 min @ 37 °C) or based on FCS/SSC parameters^61^. The following ESC lines were used in this study at the passage numbers indicated (except for nucleus injection, below): ES-f1 at p20 (Rex1::GFPd2 reporter cell line; ES-f2 at p17 (129/B6 F1-hybrid female line); ES-m1 at p16 (E14TG2a male ESC line); ES-m2 p8 (male 129 derived ESC line); ES-m3 p8 (male ES cell line of mixed background carrying a *flox*ed, intact *Mek1* allele); phaES1 p12 (pha Rex1::GFP reporter ESC line, 129 background^62^); phaES2 p8 (phaESC line ‘P1’ from a 129 background); phaES3 p8 (phaESC line ‘T8’, carrying a constitutive tdTomato reporter from a 129 background); phaES4 p12 (phaESC line ‘H129-1’ from a 129 background^14^); ahaES1 p12 (ahaESC line ‘A6GFP’ from a 129 background, carrying a constitutively active GFP transgene); ahaES2 p8 (ahaESC line ‘A7’ from a 129 background); ahaES3 p8 (ahaESC line A11 from a 129 background).

### Androgenetic haploid ESC nucleus injection

To prepare ahaESCs for nt, semi-confluent cultures at passage number five to seven were sorted utilising FACS. Cell suspensions were mixed with 20 µl of 12% (w/v) PVP solution and injected into mII oocytes essentially as described previously^59^. Following a recovery period of 10–15 min, injected oocytes were activated by incubation at 37 °C under 5% (v/v) humidified CO_2_ in air for 2–4 h in calcium-free CZB-G medium supplemented with 10 mM SrCl_2_^57^. After 6~8 h, the number of Pb_2_ and pn in embryos was determined and those with a single Pb_2_ and two pn (Pb_2_-pn2) were placed in a separate drop and culture continued in KSOM. Where appropriate, embryos at the two-cell stage were transferred to pseudopregnant CD-1 (ICR) females^57^. As a proof-of-principle, we generated a cloned offspring by cumulus cell nuclear transfer (nt) essentially as described previously^59^.

### Preparation of ahaES cells for nt

Following culture of FACS-purified ahaES cells at 37 °C in humidified 5% (v/v) CO_2_ in air, cell suspensions were prepared as previously described^13,61^. Briefly, cells were washed with DMEM medium followed by calcium-free PBS and incubated with trypsin/EDTA for 3 min at 37 °C. Trypsinization was quenched by the addition of 5 ml ES/DMEM (DMEM supplemented with 5% [v/v] FCS/LIF^13^) and cells dissociated by gentle pipetting. Single-cell suspensions were pelleted by centrifugation (221*g*, 5 min) and resuspended in fresh ES/DMEM medium. Single-cell ahaES cell suspensions were placed on ice and used immediately for micromanipulation. In some cases, haploid cells were enriched by FACS sorting immediately prior to micromanipulation. Cell aggregates were removed by passing suspensions though a 50 μm cell strainer (Falcon) into a polypropylene FACS tube (BD). To avoid Hoechst toxicity, we employed SSC and FSC as FACS Aria parameters for haploid and diploid population separation. Enriched haploid ES cells were collected into an ice-cold FACS tube containing 1 ml ES/DMEM supplemented with serum and immediately used for micromanipulation. G1 cell selection was further attempted by selecting smaller cells as nucleus donors.

### Immunocytochemistry

Embryos were fixed with 4% (w/v) paraformaldehyde (Santa Cruz, USA, cas 30525-89-4) and processed using standard immunocytochemistry^60^. Briefly, samples were incubated overnight at 4 °C with anti-Oct4 (1:100 [v/v]; Santa Cruz, USA, H134) or -Cdx2 (1:100 [v/v]; BioGenex Laboratories, USA, MU392A-UC) primary antibodies. Primary antibody incubation was followed by incubation for 1 h at 37 °C with secondary antibody (1:250 [v/v]; Life Technologies Ltd., UK) conjugated to Alexa 488 and/or Alexa 594. Fluorescence of fixed samples was visualised on an Eclipse E600 (Nikon, Japan) microscope equipped with a Radiance 2100 laser scanning confocal system (BioRad, USA), and images processed using Image J (http://imagej.nih.gov/ij/).

### Differentiation assay

To evaluate differentiation potential of parthenogenetic and androgenetic cells, the expression level of naïve pluripotency and early differentiation markers was analysed in comparison to biparental control by RT-qPCR. ES-m1, ES-m2, ES-f1, phaES1, phaES3 phaES4, ahaES1 and ahaES2 cell lines were plated in N2B27 based 2i/LIF medium at a final density of 10^4^ cells/cm^2^. On the next day, cells were washed with PBS and medium was exchanged to either N2B27 without 2i/LIF to induce differentiation, or fresh N2B27 + 2i/LIF for the undifferentiated controls. After 24 h, cells were washed twice with PBS and harvested in RNA Lysis buffer containing 1% (v/v) 2-merchaptothanol and stored at −80 °C before isolation of RNA using the EXTRACTME Total RNA Kit (Blirt). RNA was reverse-transcribed into cDNA using the SensiFAST cDNA Synthesis Kit (Bioline). Expression of pluripotency and early differentiation markers as well as selected published imprinted genes were determined by qPCR using the Sensifast SYBR No Rox-Kit (Bioline). Data analysis was performed using Microsoft Excel (Office 365) and Graphpad Prism (v5.03). Primers are listed in Supplementary Table 1.

### Imprinted gene assignment from RNA-seq data

Single blastocysts from natural mating reciprocal crosses between *M. m. domesticus* (B6) and *M. m. castaneus* (*cast*) were lysed and RNA extracted. Samples were processed using a SMART-Seq2 compatible protocol as described^24^. RNA-seq reads were aligned to the mm10 genome using the STAR aligner^63^ (version2.6.0c). Reads mapping to multiple locations were excluded from further analysis. Only reads covering annotated SNPs for B6 and *cast* were used for the analysis. The number of reads per gene that could be assigned to one of the strains by the SNP information was taken from an intermediate result of the Allelome.Pro (v1.0) pipeline^8,22^ and used to create a count table for all samples from forward (B6 x *cast*) and reverse crosses (*cast* x B6). To ensure data quality, samples 4 (which contained fewer than 5% of reads mapping to the reference genome) and 6 (which gave too few total reads) were removed from the analysis pipeline. Moreover, genes on the X chromosome (analysed embryos were not matched for sex) and genes with fewer than ten SNP spanning reads in at least one sample were removed from further analysis. To further exclude the possibility of erroneously calling imprinted genes due to reads assigned to overlapping transcripts, we only included genes if reads could be unambiguously assigned to a specific transcript. We then employed DESeq2 to test for significant differences in maternal and paternal expression (FDR-adjusted *p*-value ≤ 0.1; H_0_: log2FC = 0). We further excluded genes that were not robustly expressed. To achieve this, we quantified the reads (including reads without SNPs) overlapping disjoint exons (exons uniquely attributable to one transcript) and removed all transcripts that did not have at least 12 reads in at least four (out of eight) samples. This resulted in a set of 10,743 genes with robust expression. Genes with a |log2(maternal/paternal reads)| > 0.5 that fulfilled previous criteria and were consistently parentally biased across all samples were defined as blastocyst-skewed expressed genes (BsX genes). Genes were considered to be consistently parentally biased if forward and reverse crosses exhibited bias in the same direction (e.g. both directions were biased towards either paternal or maternal) and both directions of the crosses had at least 20 SNP spanning reads assigned between the corresponding samples (reject = 0, Supplementary Dataset 2). Additionally, genes with a 70:30 expression ratio (or greater) in at least 60% of samples in each cross between the parental alleles were considered as BiX genes (blastocyst-imprinted expressed genes). An additional test was performed to identify genes that exhibited significant biallelic expression (FDR-adjusted *p*-value ≤ 0.1; H_0_:|log2FC| < 1). The catalogue of imprinted genes inferred from this work is presented in Supplementary Dataset 2. The list of published imprinted genes comprises genes previously reported to be imprinted in the literature^1,8^ and genes present in four imprinting repositories (Mousebook [https://www.mousebook.org/], Otago [https://www.otago.ac.nz/IGC], Geneimprint [http://www.geneimprint.com/], Wamidex [https://atlas.genetics.kcl.ac.uk]^5–7^, sourced in August 2019; Supplementary Dataset 1). From 388 unique imprinted gene names, 238 were also found in our dataset and could be assigned consistent gene symbols. Of these genes, 10 were located on the X chromosome and 51 were not represented by at least 10 SNP-overlapping reads; these genes were excluded from further analysis, while 178 genes remained in the analysis pipeline. An additional three gene names were associated with predicted genes and hence removed from further analysis. The intersection of this list with the set of 10,743 robustly expressed genes generated the final list of 134 published imprinted genes.

Of the 76 genes defined as non-canonically imprinted by Inoue et al.^9^, 48 were included in the intermediate results from the Allelome.Pro pipeline. The remaining 28 genes not included in the Allelome.Pro output shared a total of only six reads (not restricted to SNP spanning reads) assigned to them between all samples and were therefore too lowly expressed to be included in the analysis. Thirty-six out of the detected 48 genes were located on autosomes. After filtering for robust expression, 29 genes were left and referred to as published non-canonical imprints. These published non-canonical imprints are part of the group of 134 published imprinted genes.

### Tissue enrichment analysis

To analyse tissue-specific gene enrichment for our candidate genes we used the Bioconductor package TissueEnrich (v1.10.10)^64^. Specifically, we used the teEnrichment function selecting the Mouse ENCODE dataset as the RNA-seq reference dataset and specifying to consider all types of tissue-specific genes (Tissue-Enriched, Tissue-Enhanced and Group-Enriched) in the enrichment analysis., All 10,743 genes that were robustly expressed in our allele-specific RNA-Seq dataset were defined as background. We calculated the tissue-specific gene enrichment analysis for the following group of genes: novel imprinted genes (nBiX and nBsX), published confirmed genes (pubBsX) and published unconfirmed genes, and equivalent genes. For the latter group, we selected the top 105 genes with equivalent expression (ranked by adjusted p-value) to avoid any possible bias due to different genes groups sizes. We considered the enrichment significant when adj. p < 0.05.

### Evaluation of imprinted gene sets

We obtained allele-specific single-cell gene expression data for oocytes and preimplantation embryos^18^ from GEO (GSE80810) and used these data to confirm parentally biased allele-specific expression of published, nBiX, nBsX, but not of published unconfirmed imprinted genes throughout preimplantation development. A comparison of absolute log2FCs between ESCs cultured in 2i and 24 h after induction of differentiation by 2i withdrawal^23^ for different groups of genes was utilised to determine whether they exhibited dynamic gene-expression regulation during the exit from naïve pluripotency. Genes exhibiting parentally biased allele-specific expression, equal expression from both alleles, published imprinted genes and all genes, were used as gene groups to compare the dynamics in gene expression as stated in the text.

### Whole-genome bisulfite sequencing

Sequencing libraries for DNA methylation mapping were prepared using the µWGBS protocol^24^. Starting directly from lysed cells in digestion buffer, proteinase K digestion was performed at 50 °C for 20 minutes. Custom-designed methylated and unmethylated oligonucleotides were added at a concentration of 0.1% to serve as spike-in controls for monitoring bisulfite conversion efficiency. Bisulfite conversion was performed using the EZ DNA Methylation-Direct Kit (Zymo Research, D5020) according to the manufacturer’s protocol, with the modification of eluting the DNA in only 9 µl of elution buffer. Bisulfite-converted DNA was used for single-stranded library preparation using the EpiGnome Methyl-Seq kit (Epicentre, EGMK81312) with the described modifications. Quality control of the final library was performed by measuring DNA concentrations using the Qubit dsDNA HS assay (Life Technologies, Q32851) on Qubit 2.0 Fluorometer (Life Technologies, Q32866) and by determining library fragment sizes with the Agilent High Sensitivity DNA Analysis kit (Agilent, 5067-4626) on Agilent 2100 Bioanalyzer Station (Agilent, G2939AA). All libraries were sequenced by the Biomedical Sequencing Facility at CeMM using the 2x75bp paired-end setup on the Illumina HiSeq 3000/4000 platform.

### DNA methylation data processing

Sequencing adapter fragments were trimmed using Trimmomatic v0.32^65^. The trimmed reads were aligned with Bismark v0.12.2^66^ with the following parameters: *--minins 0 --maxins 6000 --bowtie2*, which uses Bowtie2 v2.2.4^67^ for read alignment to the mm10 assembly of the mouse reference genome. Duplicate reads were removed as potential PCR artefacts and reads with a bisulfite conversion rate below 90% or with fewer than three cytosines outside a CpG context (required to confidently assess bisulfite conversion rate) were removed as potential post-bisulfite contamination. DNA methylation levels estimated by the Bismark extractor were loaded into R retaining all CpGs that were covered with at least three reads in at least two samples. We then used *dmrseq*^30^ (v1.6.0) to identify consistently methylated regions of neighbouring CpGs (*n* = 168,061 regions) between androgenote, parthenogenote, and ICSI blastocysts (two replicates per sample group, total *n* = 6). We retained all regions with opposing DNA methylation levels in uniparental *vs* ICSI blastocysts (*ie* either *aha* > *ICSI* > *pha*, or *aha* < *ICSI* < *pha*), with at least 100 reads total coverage (across all replicates), and with a minimum length of 100 bp. Testing those regions (*n* = 77,358) for significant differences in DNA methylation levels by sample group (FDR-adjusted *p*-value ≤ 0.1, |aha-pha | ≥30 percentage points, |β_aha_ | ≥0.25, |β_pha_ | ≥ 0.25) yielded 859 candidate DMRs. To enable comparison of these DMRs with the DNA methylation status in oocytes, sperm, and the ICM, we obtained published MethylC-Seq data (Wang et al., 2014) from GEO (GSE56697) and performed hierarchical clustering with complete linkage.

### Positional, region overlap and motif enrichment analysis

We examined DMR regions using two complementary approaches. First, Locus Overlap Analysis^32^ (LOLA; v1.16.0) identified significant overlaps with experimentally determined transcription factor binding sites from publicly available ChIP-seq data. We used 791 ChIP-seq peak datasets from the LOLA Core database (version 180423) and added Znf445 binding peaks^36^. We considered only terms with an 8-fold enrichment and an FDR-adjusted *p*-value below 0.005 significant. We focused on datasets from ESCs. Secondly, we searched DNA sequences of each DMR for matches to known DNA-binding motifs from the HOCOMOCO database v11^37^ (using only motifs with quality score A or B). For this, we used FIMO^68^ (v4.10.2) (parameters: *--no-qvalue --text --bgfile motif-file*), and regions with at least one hit (*p* < 0.0001) were counted. To test for motif enrichment, we used Fisher’s exact test. Motifs with an 8-fold enrichment and an FDR-adjusted *p*-value below 0.005 were considered significant.

### Analysis of allele-specific H3K27me3

We defined parent-of-origin-specific H3K27me3 imprints using published allele-specific ChIP-seq data from the ICM and gametes^43^. To this end, we downloaded peak coordinates from GEO (GSE76687) and converted them to the mm10 genome assembly using liftOver. We considered a gene to be linked to allele-specific H3K27me3 if a peak from the ICM dataset was found within 5 kb of its transcription start site. For gametes, a gene was considered oocyte- or sperm-specifically marked by H3K27me3 if an associated peak (GSE76687_MII_oocyte_k27me3_broadpeak.bed, GSM2041066_Sperm_H3K27me3_broadpeak.bed) was found in only one dataset. For the ICM, we used published parent-of-origin-specific peak lists from GEO and considered a gene to be parent-of-origin-independently H3K27me3-associated (‘both’) if an associated H3K27me3 peak (GSE76687_ICM_k27me3.bed.gz) was found but not a maternal- or paternal-specific H3K27me3 peak (GSE76687_ICM_K27me3_maternal.bed, GSE76687_ICM_K27me3_paternal.bed).

### Analysis of DNA-methylation-dependent and H3K27me3-dependent allelic expression

To assess dependence of the allelic expression bias of imprinted genes on DNA methylation and H3K27me3, we obtained allele-specific RNA-seq data before and after knockout (KO) of maternal *Dnmt3l* (*mDnmt3l*) and *Eed* (*mEed*)^45,46^ from GEO (GSE130115 and GSE116713). To exclude bias, we first confirmed that no differentially expressed genes were found between WT and KOs using DESeq2 (independent of the allelic expression status; FDR-adj. p ≤ 0.1; v1.26.0). We then tested all BsX and published imprinted genes for parent-of-origin-specific expression by comparing maternal and paternal read counts in WT samples using DESeq2. For significantly parent-of-origin-specifically expressed genes (FDR-adj. *p* ≤ 0.1), we performed a second test to evaluate the dependence of the allelic ratio on the genotype (WT *vs* KO). Genes with a significant parent-of-origin-specific expression (FDR-adj. p ≤ 0.1) significantly dependent on the genotype (FDR-adj. p ≤ 0.05), that showed a reduction in their allelic bias in KO compared to WT sample, were defined as ‘dependent’ on either *mDnmt3l* or *mEed*. To call *mEed* dependency, we only considered genes expressed with paternal bias in the WT sample.

### E3.5 and E6.5 embryo RNA extraction, RT-PCR and Sanger sequencing

We used the cDNA from SMART-Seq2 libraries independently generated from libraries used for RNA-seq analysis as a template to amplify PCR fragments covering at least one SNP per gene. Resulting fragments were then analysed by Sanger sequencing. Primers used for PCR amplification and Sanger sequencing analysis are reported in Supplementary Table 1.

### Topologically associating domains (TAD)

We employed TADs coordinates from the 64-cell stage^42^ as a proxy for E3.5 blastocysts. TADs finding and filtering (TAD-score ≥ 0.5) was performed as in^42^. We used identified TAD coordinates to determine if genes are associated with at least one of our 859 DMRs within the same TADs. DMR and imprinted genes are defined to be within the same TAD if the centre of DMR and gene transcription start sites are located within the same TADs. The control set was generated by randomly shifting genome coordinates of both genes and DMR on each chromosome 2,000 times, in a manner that maintained identical pair-wise genomic distances between genes and DMRs (i.e., the DMR-gene distances in control and sample set are the same). This random control shows how frequently DMR-BsX co-occurrence is expected by chance. The number of imprinted genes (BsX) having at least one DMR associated within the same TAD was calculated and compared to the random control to obtain empirical *p*-values.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

RNA-seq and μWGBS data generated in this study were submitted to the Gene Expression Omnibus (GEO, GSE152106). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon reasonable request. Source data are provided with this paper. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Genomic imprinting in mouse blastocysts is predominantly associated with H3K27me3
**Source:** Nat Commun. 2021 Jun 21;12:3804. doi: 10.1038/s41467-021-23510-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Catalogue of published imprinted genes

**Supplementary Data 2:** RNA-Seq dataset

**Supplementary Data 3:** Validation of imprinted genes

**Supplementary Data 4:** Embryo development after semi-cloning

**Supplementary Data 5:**  $\mu$ WGBS dataset

**Supplementary Data 6:** Primers

How the deposited data were processed for this re-analysis (not part of the article)

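RNA of single E3.5 blastocysts was measured, 3 from the forward cross (B6 mother, cast father) and 5 from the reverse cross (cast mother, B6 father). According to the methods, the authors removed further samples before the analysis, and the numbers of the remaining reverse embryos are 1, 2, 3, 5 and 7. The deposited values are counts of SNP-spanning reads per gene, embryo and strain. According to the authors, these counts come from alignment to mm10 with STAR, exclusion of reads mapping to multiple locations, selection of reads covering annotated SNPs, and an intermediate step of Allelome.Pro, without normalization. Whether the counting used strand is not stated in the text examined, so reads of overlapping genes on opposite strands are uncertain. Equal or nearly equal counts of the antisense pairs Igf2 and Igf2os, and Kcnq1 and Kcnq1ot1, argue against counting by strand there.

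The deposited counts are not the reads listed in Supplementary Dataset 2. For the genes held here, the correlation between both was at least 0.978 for embryos of the same name and at most 0.884 otherwise. Fold changes from the deposited counts and the paper's correlated with r = 0.953 over 1156 genes. All results given here come from the deposited counts.

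Maternal and paternal reads were assigned by the cross of each embryo. Gene positions came from GENCODE release M21 for mm10 by symbol, and then from RefSeq. Of the genes in the deposited counts, 18286 were matched in GENCODE, 2999 in RefSeq and 415 by a synonym, and 1110 were not matched. X-linked genes and genes without a chromosome were left out of the tests. The paper's filter on reads without SNPs and its exclusion of overlapping exons could not be repeated from these counts.

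The comparison of parental alleles used edgeR 4.0.16 in R 4.3.3 (limma 3.58.1) with TMM factors over the 16 allele libraries, strain and parent as model terms, the quasi-likelihood test with the package defaults, and Benjamini-Hochberg adjustment. Genes needed at least 10 reads in at least 1 allele library. Parent-of-origin-biased genes had an adjusted p of at most 0.1. BsX genes also had an absolute log2 fold change above 0.5, the same direction in both crosses and at least 20 reads in each cross. BiX genes also had a ratio of 70:30 or more in at least 60% of the embryos of each cross, with a pseudocount of 0.1. Equivalence was tested with a pair of one-sided quasi-likelihood tests against a log2 margin of 1. The paper states this null hypothesis as an absolute log2 fold change of at least 1 in its results, while its methods print the opposite inequality, and the version in the results was used. Published, HCon, pubBsX, BsX and cluster lists were also adjusted over the list alone.

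The text gives no model formula. Before the data were examined, 6 formulas were compared with the published fold changes on the reads of Supplementary Dataset 2, and the closest was taken, so nearness to the paper's values is no independent evidence. A first run of the quasi-likelihood fit used the setting legacy = FALSE in the mistaken belief that it was the default. Both numbers of biased genes had then been seen. The package default is used here, and legacy = FALSE was kept as an alternative chosen after seeing the data, as was the inclusion of genes without a chromosome.

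The other alternatives were set before the data were examined. They were DESeq2 1.42.0 in place of edgeR, RLE size factors, 1 library size per embryo, 3 other filters on low counts, 5 other formulas including a term for each embryo, stricter or looser thresholds of the BsX and BiX criteria, an equivalence margin of 1.5-fold, and leaving out each embryo in turn. The closing section gives their effect.

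The alleles of 1 embryo form a true pair. The correlation of the maternal and paternal deviations within embryos was 0.0693, 0.0666 and 0.0969 in forward embryos 1, 2 and 3 and 0.413, 0.165, 0.362, 0.131 and 0.119 in reverse embryos 1, 2, 3, 5 and 7. The model with a term for each embryo uses this pairing, and its result is given beside the main counts and for named genes whose call it changes.

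The tests were tried on simulated data with 11684 genes, 195 of them changed by a log2 fold change of 3 in either direction. The quasi-likelihood test made 168 calls, found 79.5% of the changed genes, and 7.74% of its calls were unchanged genes. DESeq2 made 200 calls with 81.5% and 20.5%, and legacy = FALSE 212 calls with 84.6% and 22.2%. The simulated libraries were drawn independently, without the pairing of alleles within embryos, and the model with a term for each embryo was not tried. These rates thus need not hold for the paired data or for smaller changes.

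Genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names for blastocyst expression, the genes of its clusters, and the 5 paternally and 5 maternally expressed BsX genes with the largest fold changes that were biased the same way in every embryo with at least 5 reads, in at least 6 such embryos. Genes of the marker lists and H19 fall outside this rule and were chosen after their values were seen. Lists of oocyte, cumulus, leukocyte, red blood cell, and uterine and oviduct epithelium genes were written before the data were examined. A macrophage list and versions of the lists restricted to autosomal genes were added later, because X-linked genes of the red blood cell and epithelium lists carried a maternal excess of their own.

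Median paternal shares of gene groups used genes with at least 20 reads in the embryo. Data of other cell types, knockouts, DNA methylation and chromatin were not analysed here, apart from the H3K27me3 status listed by the paper for its own genes.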

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

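The tests in this part were chosen only after the result was seen, with the following exceptions. The test of a second marker list in forward embryo 1 was set before that list was read. The strain fold changes come from the main model, and the leukocyte list itself was written before the data were examined.

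Reverse embryo 1 lay far from the other reverse embryos in the spread of the log2 ratio of B6 to cast reads between genes, with an SD of 1.65 against a mean of 1.34 in the others. Of its genes with 20 to 39 reads, outside the BsX and published lists, 31.2% were read wholly or almost wholly from 1 allele. The same cut-off gave 18.0%, 9.63%, 12.1% and 10.6% in reverse embryos 2, 3, 5 and 7. It gave 15.6%, 8.70% and 9.06% in forward embryos 1, 2 and 3. Fewer reads in reverse embryo 1 are argued against, since its total of 1505155 was above the median of the cross. Exchanged parental labels are argued against too, since exchanging them left 7 BsX genes. A smaller amount of starting RNA or fewer cells were not tested, and no biological explanation was tested.

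Single reverse embryos stood apart from the others in the paternal share of 8 genes: embryo 1 at Slc38a4 (99.7%) and Sfmbt2 (99.7%), embryo 5 at Slc38a1 (98.5%), Epas1 (99.5%), Fkbp6 (97.7%) and Ppp1r9a (97.8%), and embryo 7 at Jade1 (89.4%) and Gm32885 (99.3%). The others were at or near 100%, so these differences rest on few reads of the silent allele and no explanation was tested. In all, 10 of 47 such comparisons stood out, where 2.35 are expected by chance, and the saturated shares make the comparison easy to pass.

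The silent maternal allele of the paper's paternally expressed BiX genes took 13.0%, 11.1% and 6.59% of their reads in forward embryos 1, 2 and 3, and 1.03%, 3.11%, 3.76%, 4.77% and 2.68% in reverse embryos 1, 2, 3, 5 and 7. The crosses differed by 7.15 percentage points (exact permutation p = 0.0179, the smallest that 56 splits can give). If cast reads were assigned to B6, the silent paternal allele of maternally expressed BiX genes would take a larger share in the reverse cross. It took 16.7% ± 3.73 (SD, n = 5) there and 13.9% ± 8.52 (SD, n = 3) in the forward cross (exact permutation p = 0.554), with few genes and a wide spread, so this stays open. Maternal cells attached to the forward embryos stay open too: the autosomal epithelium list was read to 52.9% from the maternal allele in that cross, with most reads from Wfdc2 (134 and 232), which the embryos may express, and the leukocyte list was nearly all maternal in forward embryo 1. A difference between crosses in the silencing itself may also play a part and was not tested apart from strain.

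Named genes that differed between B6 and cast alleles had log2 fold changes of cast over B6 of -1.59 (Pon2), -1.54 (Tmem144), -1.06 (Sri), -1.62 (Fkbp6), 1.78 (Nav3), 3.03 (Rian), 1.83 (Ly6f), 3.82 (9230009I02Rik), -1.51 (Gramd1b), -3.19 (Ppp1r9a) and -2.67 (Hsp90aa1), each with an adjusted p of at most 0.1 in edgeR's quasi-likelihood test. In every embryo more genes were read mostly from B6 than from cast, at the least 63.9% of them, which is what reads mapped to a reference of the B6 strain would give. This may add to the values below 0. It does not account for the values above 0, and for single genes the strains' own differences in expression cannot be told apart from mapping with these counts.

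The leukocyte list had 1527 maternal and 3 paternal reads in forward embryo 1. It had 62 and 11 in forward embryo 2, 85 and 12 in forward embryo 3, and 8 and 9, 32 and 32, 8 and 13, 32 and 11, and 5 and 15 in reverse embryos 1, 2, 3, 5 and 7 (more maternal reads in 4 of 8 embryos, exact sign-flip p = 0.172). Most came from Lyz2, with 1055 maternal reads in forward embryo 1, C1qb with 245 and H2-Aa with 66, each without a paternal read. Those genes were chosen after their values were seen. A strain difference is argued against, since B6 reads of the list reached at most 32 in a reverse embryo. Additional RNA of the maternal genotype in forward embryo 1 is in line with 25 genes (820 reads) that were read there from the maternal allele and almost nowhere else, against 0 such paternal genes. Other embryos had 0 to 8 maternal and 0 to 12 paternal genes of this kind. Maternal macrophages are a candidate source, but a second list of macrophage genes, which was to be nearly all maternal there, was read to 71.0% from the maternal allele (301 and 123 reads). In that list Spi1 (42 and 75) and Fcgr3 (49 and 40) were read from both alleles in this embryo, as they were in most others, so the list's result leaves the source open, while Ccl6 (82), Pf4 (30) and Adgre1 (28) had maternal reads alone. As the mother is B6, her cells and other B6 RNA cannot be told apart.

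Of the X-linked reads, which the paper left out, 97.6%, 97.6% and 98.0% were maternal in forward embryos 1, 2 and 3, and 93.9%, 62.8%, 69.6%, 65.3% and 67.0% in reverse embryos 1, 2, 3, 5 and 7, so that reverse embryo 1 stood apart from the others of its cross (mean 66.2%). Xist had 135, 75 and 33 reads in the forward embryos in that order and 38, 1844, 1231, 1730 and 1660 in the reverse embryos. Fewer reads on X-linked genes are argued against, since forward embryo 1 had 22709 such reads and reverse embryo 7 had 17019. Fewer reads in total do not explain the low Xist counts either, since forward embryo 3 had 1277434 reads and reverse embryo 7 had 1060063. A single maternal X chromosome in the embryos with few Xist reads is a hypothesis in line with these values, found and tested on the same reads. The sex of the embryos is not given, and they were analysed without regard to it.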

How the results depend on the processing

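The setting legacy = FALSE, the inclusion of genes without a chromosome, and the alternatives for strain-biased genes and H3K27me3 were chosen after seeing the data. The cause of each change below was not tested, except that a stricter filter tests fewer genes and each leave-out has fewer embryos.

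The numbers of 179 biased, 135 BsX, 106 BiX, 100 nBsX and 73 nBiX genes depended on the filter on low counts. Without it there were 406 biased, 242 BsX, 202 nBsX and 113 nBiX genes. With at least 10 reads in every embryo there were 75, 69 BsX, 53 BiX, 42 nBsX and 28 nBiX genes, and 21 cluster genes.

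The replicate block, a term for each embryo, gave 389 biased, 281 BsX, 240 nBsX and 114 nBiX genes. Among named genes it lost Rian and Rtl1 and the marker genes C1qb, H2-Aa and Ccl6, and it added H13, Pter, Wrap53, Ankrd33b and Slc38a2. Replicate numbers do not pair embryos across crosses (r = 0.119, 0.00527 and 0.0870 for numbers 1, 2 and 3). The formula embryo + parent gave 96 biased and 63 nBsX genes, DESeq2 154 nBsX genes, and legacy = FALSE 305 biased, 218 BsX, 179 nBsX and 120 nBiX genes. A ratio of 70:30 in every embryo left 55 BiX and 28 nBiX genes. An equivalence margin of 1.5-fold left 0 genes, with 1137 at an unadjusted p of at most 0.05.

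Over the 8 fits that each left out 1 embryo there were 120 to 195 biased, 88 to 147 BsX, 67 to 103 BiX, 58 to 111 nBsX and 42 to 69 nBiX genes, 26 to 32 published imprinted genes among BsX genes, 1615 to 5659 equivalent genes and 22 to 33 cluster genes. The forward cross, with 3 embryos, limits these numbers: the lowest came without forward embryo 1 for BsX (88), nBsX (58) and cluster genes (22), and without forward embryo 3 for BiX (67), nBiX (42) and equivalent genes (1615). Moves of more than 1.5 times also came without forward embryo 1 (68 BiX, 44 nBiX, 2087 equivalent), 2 (62 nBsX, 46 nBiX, 1832 equivalent) and 3 (65 nBsX).

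There were 1068 strain-biased genes with at least 10 reads in every embryo, 3207 with the replicate block, and 1206 (without forward embryo 1) to 2453 over the leave-outs.

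The difference in median log2 fold change between paternally expressed genes with and without maternal H3K27me3 (1.01) lost its threshold with at least 12 reads in at least 4 embryos (0.96), the replicate block (0.86), embryo + parent (0.71) and without forward embryo 1 (0.61). Over the leave-outs it lay between 0.61 and 1.51. It was 1.98 with at least 10 reads in every embryo, which left 36 genes with the mark and 16 without.

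Fold changes with another sign were -0.10 for Commd1 without forward embryo 1 (-0.10 to 0.30 over the leave-outs) and 0.15 for Grb10 (parent only). For Pon2 they were 0.41 (parent only), 0.037 (embryo + parent) and 0.43 (cross + parent), and -0.40 to 0.24 over the leave-outs, above 0 without forward embryo 1 or 2 or reverse embryo 1, 2 or 5. For Hsp90aa1 they were 0.075 (parent only), 0.80 (embryo + parent) and 0.86 (cross + parent). None of these was biased with an adjusted p of at most 0.1 in edgeR's quasi-likelihood test. Over 65 named genes and 21 settings, 1214 results kept their direction and side of the threshold, 83 were weaker, 19 stronger and 13 of another sign.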

Differences from the paper's values

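The setting legacy = FALSE and the genes named from the pubBsX list were chosen only after the result was seen, and the other tests in this part before. The paper's values are those of Supplementary Dataset 2. A fold change is said to come within the error where its distance from the paper's value is at most the standard error of the fit in question, so a smaller difference can remain.

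For Slc38a1 the paper's log2 fold change is 6.31202, against 5.60 here. It came within the error (5.70 to 6.19) with DESeq2, the replicate block, embryo + parent, cross + parent, cross + strain + parent and without reverse embryo 5, and with no other alternative set before the data were examined.

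For Zfp64 the paper's value is 2.62855, against 2.07 here. It came within the error (2.10 to 2.64) with DESeq2, the replicate block, embryo + parent, cross + parent, cross + strain + parent, and without forward embryo 2 or 3 or reverse embryo 2, and with none of the other alternatives set before the data were examined.

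For Foxp1 the paper's value is -3.80849, against -3.04 here. It came within the error (-3.52 to -3.02) without forward embryo 2 or 3 or reverse embryo 5 or 7, and with none of the other alternatives set before the data were examined.

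For Pon2 the paper's value is 0.079223, against -0.022 here, with both far from the threshold of bias. The sign was the paper's with parent only, embryo + parent, cross + parent, and without forward embryo 1 or 2 or reverse embryo 1, 2 or 5, and with none of the other alternatives set before the data were examined.

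The paper lists Pmaip1 as BiX. Here it met the BsX but not the BiX criteria (log2 fold change 1.91), and none of 26 alternatives called it BiX.

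The paper calls Pter, Zc2hc1a, Wrap53 and Ankrd33b BsX. Here their adjusted p was 0.166, 0.150, 0.143 and 0.158 (edgeR's quasi-likelihood test). DESeq2 called all of these. Leaving out the filter on low counts called Pter, Zc2hc1a and Ankrd33b, the replicate block called Pter, Wrap53 and Ankrd33b, and cross + strain + parent called Pter and Ankrd33b. Without reverse embryo 1 Pter and Wrap53 were called, and without reverse embryo 5 Zc2hc1a. The setting legacy = FALSE, chosen after seeing the values, called Pter, Zc2hc1a and Wrap53.

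Of the paper's pubBsX genes, 6 were not called BsX here: 1700017J07Rik (adjusted p = 0.112, edgeR), Casd1 (0.0862, biased with too few reads in a cross), Mir669d (0.148), Slc38a2 (0.119), Snhg14 (0.104) and Sox21 (0.224). Casd1 was called with at least 20 reads over both crosses together. Slc38a2 was called with DESeq2, no filter on low counts, the replicate block, parent only, embryo + parent, cross + parent, cross + strain + parent, and without reverse embryo 1 or 2. Sox21 was called with no filter on low counts. The setting legacy = FALSE, chosen after seeing the values, called Slc38a2 and Sox21. No alternative called 1700017J07Rik, Mir669d or Snhg14.

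The paper places Igf2r outside the BsX set, and here it met the BsX criteria with a paternal excess (adjusted p = 0.0462, edgeR).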

Other observations

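The tests of attached cells in forward embryo 1, of Igf2r, and of the number of biased genes under other labels were chosen only after the result was seen. So were the comparison of read levels between marker and BsX genes, the macrophage list, the autosomal versions of the lists, and the marker genes named. The other tests in this part were set before the data were examined.

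The number of genes did not arise from the labels alone. Of 100 assignments of the parental origin within embryos, the real one included, 1 gave as many BsX genes as the real assignment (the real one itself), and 1 gave as many parent-of-origin-biased genes.

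Sources of maternal RNA were tested for the maternally expressed BsX genes. Leukocytes attached to embryos of both crosses are argued against by the reads of their abundant genes. Over the reverse embryos no leukocyte gene had more than 28 maternal reads (H2-Ab1), while the maternal reads of the 24 maternally expressed BsX genes exceeded the paternal ones by a median of 58.5 reads, with a lower quartile of 34. The list was read to 51.5% from the maternal allele there, which decides nothing by itself, since H2-Ab1 (28 and 24 reads) and H2-Eb1 (6 and 35) dominate it. Cumulus cells are argued against in the same way, since no gene of their list had more than 6 maternal reads over the reverse embryos (Star). The share of that list, 40.0% (36 and 54 reads, exact sign-flip p = 0.430), decides little, as Star leaned toward the B6 allele (22 and 18 reads in the forward, 6 and 22 in the reverse cross). The red blood cell list was read to 96.6% from the maternal allele, nearly all of it X-linked, and its autosomal genes had 2 maternal reads and 1 paternal read. The macrophage list over all embryos gave 57.8% (980 and 715 reads, exact sign-flip p = 0.234). Its genes Fcgr3 (258 and 174) and Spi1 (229 and 171) did reach the level of BsX genes in reverse embryos, but both were read in every embryo, so the embryo may express them, and Lyz2, read 1055 times in forward embryo 1, had 12 maternal reads in all reverse embryos.

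Uterine and oviduct epithelium cannot be told apart. Its autosomal genes were read to 53.0% from the maternal allele (more maternal reads in 7 of 8 embryos, exact sign-flip p = 0.312), which Wfdc2 (427 and 469) and Muc1 (126 and 105) dominate. Both were read in every embryo, so a small maternal share would be hidden, and the excess of Wfdc2 over the reverse embryos, 56 reads, reached that of BsX genes. Among the genes with fewer reads, Esr1 (37 and 3), C3 (18 and 1) and Lrg1 (12 and 0) were mostly maternal in both crosses, and Lcn2 (12 and 0) and Sprr2f (10 and 0) were read almost only in forward embryos. Ovgp1 (10 and 0 reads in the forward, 0 and 7 in the reverse cross) and Pax8 (12 and 0, 2 and 12) were read mostly from the B6 allele, so they tell nothing of the parent. The full list, which holds X-linked genes, gave 56.9% (8 of 8 embryos, exact sign-flip p = 0.00781).

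RNA carried over from the oocyte stays open as well. The oocyte list was read to 52.3% from the maternal allele (8335 and 7587 reads, more maternal in 6 of 8 embryos, exact sign-flip p = 0.117), which Khdc3 (6715 and 5984) and Ooep (958 and 1026) dominate. Among the genes with fewer reads, Padi6 (58 and 6) and Gdf9 (24 and 6) were mostly maternal in both crosses and Zp2 (47 and 8) in the reverse cross, while Tcl1 leaned toward the B6 allele (108 and 40 reads in the forward, 55 and 267 in the reverse cross) and Uchl1 toward cast (12 and 38, 33 and 20). In reverse embryo 3, Omt2a (27 and 0), Fbxw24 (18 and 0) and Btg4 (7 and 0) had maternal reads alone, while Zar1 (0 and 13) and Tle6 (4 and 27) were mostly paternal. In the share of the whole list a small remainder of oocyte RNA would thus not be seen, and these few reads leave it open.

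Maternal cells attached to forward embryo 1 may add to the maternally expressed BsX genes. Without that embryo 58.3% of them were lost, against 50.0% without forward embryo 2 and 45.8% without forward embryo 3. The test as set was met, but by 2 and 3 of 24 genes, and the paternally expressed BsX genes were lost in the same order (32.4%, 29.7% and 27.9%), so the test decides little.

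A larger paternal bias of genes with maternal H3K27me3 was set as a hypothesis before the data were examined. Among 111 paternally expressed BsX genes of the paper, those with the maternal mark in the ICM, as listed by the paper, had a median log2 fold change of 3.80 (69 genes) and those without 2.80 (29 genes; permutation p = 0.0232). Genes with the mark on both alleles had 4.16 (13 genes). With genes at their lower bound, where the silent allele had at most 3 reads in every embryo, the medians were 2.97, 2.19 and 2.39. The permutation p was 0.0653 with the replicate block, 0.0576 with embryo + parent, 0.0607 with at least 12 reads in at least 4 embryos and 0.131 without forward embryo 1, and lay between 0.00191 and 0.131 over all alternatives. The reading was changed from met to open after these alternatives were seen. The genes were chosen by the study for their bias on these embryos.

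The paternal excess of Igf2r may come from reads of the antisense gene Airn, with which it shares 28354 bases, if the counting ignored strand. Other antisense pairs argue against counting by strand. Igf2 and Igf2os had the same reads in each reverse embryo, 3 maternal and 11 paternal reads in all. Kcnq1 had 1464 reads and Kcnq1ot1 1458. The paternal share of Igf2r lay below that of Airn in both crosses. Reads of the shared bases were not told apart here, so this stays open.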
